# Role of iRhom2 in Olfaction: Implications for Odorant Receptor Regulation and Activity-Dependent Adaptation

**DOI:** 10.3390/ijms25116079

**Published:** 2024-05-31

**Authors:** Stephanie A. Azzopardi, Hsiu-Yi Lu, Sebastien Monette, Ariana I. Rabinowitsch, Jane E. Salmon, Hiroaki Matsunami, Carl P. Blobel

**Keywords:** iRhom2 (inactive Rhomboid-like protein 2), ADAM17 (a disintegrin and metalloprotease 17), G-protein coupled receptor (GPCR), olfactory sensory neuron (OSN), olfactory receptor (OR), olfactory epithelium (OE), RNAseq, RNAScope in situ hybridization (ISH), single-cell RNAseq analysis

## Abstract

The cell surface metalloprotease ADAM17 (a disintegrin and metalloprotease 17) and its binding partners iRhom2 and iRhom1 (inactive Rhomboid-like proteins 1 and 2) modulate cell–cell interactions by mediating the release of membrane proteins such as TNFα (Tumor necrosis factor α) and EGFR (Epidermal growth factor receptor) ligands from the cell surface. Most cell types express both iRhoms, though myeloid cells exclusively express iRhom2, and iRhom1 is the main iRhom in the mouse brain. Here, we report that iRhom2 is uniquely expressed in olfactory sensory neurons (OSNs), highly specialized cells expressing one olfactory receptor (OR) from a repertoire of more than a thousand OR genes in mice. *iRhom2-/-* mice had no evident morphological defects in the olfactory epithelium (OE), yet RNAseq analysis revealed differential expression of a small subset of ORs. Notably, while the majority of ORs remain unaffected in *iRhom2-/-* OE, OSNs expressing ORs that are enriched in *iRhom2-/-* OE showed fewer gene expression changes upon odor environmental changes than the majority of OSNs. Moreover, we discovered an inverse correlation between the expression of iRhom2 compared to OSN activity genes and that odor exposure negatively regulates iRhom2 expression. Given that ORs are specialized G-protein coupled receptors (GPCRs) and many GPCRs activate iRhom2/ADAM17, we investigated if ORs could activate iRhom2/ADAM17. Activation of an olfactory receptor that is ectopically expressed in keratinocytes (OR2AT4) by its agonist Sandalore leads to ERK1/2 phosphorylation, likely via an iRhom2/ADAM17-dependent pathway. Taken together, these findings point to a mechanism by which odor stimulation of OSNs activates iRhom2/ADAM17 catalytic activity, resulting in downstream transcriptional changes to the OR repertoire and activity genes, and driving a negative feedback loop to downregulate iRhom2 expression.

## 1. Introduction

Inactive Rhomboid 2 (iRhom2) and the related iRhom1 are seven membrane-spanning proteins that regulate the function of the cell surface metalloprotease a disintegrin and metalloprotease 17 (ADAM17) [1,2,3,4,5,6,7,8,9,10,11]. Both iRhoms are widely expressed, with two notable exceptions: iRhom1 expression is low or absent in myeloid cells, and iRhom2 expression is low or absent in the brain in mice, except for microglia [5,12]. ADAM17 has important roles in development and disease by regulating the TNFα-, EGFR- and other signaling pathways [12,13,14,15,16,17]. Since iRhom2 is required for the activity of ADAM17 in myeloid cells, mice lacking iRhom2 are protected from endotoxin shock and inflammatory arthritis [1,12], like mice lacking ADAM17 in myeloid cells [12]. Moreover, a double knockout mouse strain lacking both iRhom1 and 2 resembles ADAM17-knockout mice in that they die shortly after birth and have open eyes, heart valve defects and growth plate defects [5]. Proteomic analysis has discovered substrates for iRhom1 in the mouse brain [18], yet little is currently known about the role of iRhom2 in the nervous system.

Using an iRhom2-LacZ reporter mouse, we identified prominent iRhom2 expression in olfactory sensory neurons (OSNs), which was unexpected due to the otherwise low iRhom2 expression in the mouse brain. OSNs, unique neurons undergoing lifelong regeneration with a typical lifespan of six to eight weeks, detect odors via activation of olfactory receptors (ORs) and are directly exposed to the external environment, unlike the rest of the brain [19]. ORs, the largest family of G-protein coupled receptors (GPCRs), comprise about 400 genes in humans and about 1200 in mice [20]. During development, immature OSNs co-express multiple ORs, then undergo positive and negative selection, resulting in mature OSNs expressing a single OR type [21,22]. Furthermore, the OR composition in the olfactory epithelium (OE) undergoes activity-dependent sculpting, allowing neurogenesis and/or OSN survival to be modulated based on activity [23,24]. This process, often studied through unilateral naris occlusion in mice, enables adaptation to specific olfactory environments by adjusting the population of OSNs expressing individual ORs.

The selective iRhom2 expression in OSNs prompted questions about its OE function. We conducted histopathological analyses of the OE of *iRhom2-/-* mice to assess changes in OSN maturation or turnover. We used an unbiased RNAseq approach to examine how iRhom2 inactivation affects OR and non-OR expression in the OE, focusing on activity-dependent genes. Additionally, we probed whether OR signaling activates iRhom2/ADAM17 by utilizing the HaCaT keratinocyte cells line, which endogenously expresses the receptor OR2AT4. Our findings provide evidence for a role of iRhom2 in OR landscape regulation and activity-dependent OSN expression programs.

## 2. Results

### 2.1. iRhom2 Is Prominently Expressed in the Olfactory Sensory Neurons

Previous studies have demonstrated that iRhom2 is required for the maturation of ADAM17 and TNFα release from microglia but that it cannot support the maturation of ADAM17 in all major areas of the mouse brain in the absence of iRhom1 [5]. To learn more about the expression of iRhom2 in the brain, we utilized a reporter mouse, in which the expression of the LacZ gene is driven by the iRhom2 promoter. The iRhom2-LacZ reporter revealed little, if any expression in most of the brain, except for the olfactory bulb, where strong blue staining was evident (Figure 1A). Closer analysis of X-gal-stained sections of the olfactory bulb (OB) showed that the expression of iRhom2 was localized to a subset of glomeruli concentrated in the dorso-medial aspect of the OB (Figure 1B) [25]. The glomeruli of the OB contain the axon terminals of olfactory sensory neurons (OSNs) that originate in the olfactory epithelium (OE). X-gal-stained sections of the OE lining the nasal turbinates revealed high and specific expression of the iRhom2-LacZ reporter in the OSN layer (Figure 1C). The expression patterns of iRhom2 in the OE were independently corroborated by an mRNA in situ hybridization (ISH) analysis on sections of *WT* and *iRhom2-/-* mice (Figure 1D). A similar analysis of iRhom1 expression by mRNA ISH (in situ hybridization) showed little, if any, expression in the OE, except in the submucosal layer of sustentacular cells, in both *WT* and *iRhom2-/-* mice. Moreover, we found similar levels of ADAM17 mRNA in *WT* and *iRhom2-/-* OE (Supplementary Figure S1). An analysis of publicly available single-cell RNAseq data [26] further confirmed the expression of iRhom2 in mature and immature olfactory sensory neurons (mOSN and iOSNs, Figure 1F,G), whereas little iRhom1 was expressed in these cells (Figure 1H). Other cell types, such as sustentacular cells and horizontal basal cells, also showed the expression of both iRhom1 and iRhom2, consistent with the overlapping expression pattern of both iRhoms in most tissues in mice, except immune cells and the majority of cell types in the brain [5].

To determine when iRhom2 expression first appears in the OE during development, we assessed iRhom2-LacZ expression in the OE of newborn pups (Postnatal day 0, P0) and mice that were 2, 4 or 6 days old. We found minimal expression of the iRhom2-LacZ reporter at P0 but observed gradually increased expression over the first postnatal week from P2 to P6 (Supplementary Figure S2).

### 2.2. iRhom2-/- Olfactory Epithelium Shows No Histopathologic Defects

Histological analysis of the OE by H&E (hematoxylin and eosin) staining did not show any evident major defects in adult *iRhom2-/-* mice compared to *WT* controls (Figure 2A). There was no significant difference in the pattern or percentage of cells labeled with the mature OSN marker OMP (olfactory marker protein, Figure 2B), immature OSN marker GAP43 (growth assisted protein 43, Figure 2C), the proliferation marker Ki67 (Figure 2D) or the apoptosis marker cleaved caspase-3 (Figure 2E) in *iRhom2-/-* versus *WT* mice. To determine whether iRhom2 affects neurogenesis and/or longevity of OSNs, we injected bromodeoxyuridine (BrdU) intraperitoneally into 8–10 week-old *WT* and *iRhom2-/-* mice. There were no significant differences between the number of BrdU-labeled cells one day after injection and surviving cells at 28 days after injection between *iRhom2-/-* versus *WT* OE (Supplementary Figure S3).

### 2.3. RNAseq GO Analysis

To investigate the role of iRhom2 in the OE in a high-throughput, unbiased manner, we performed bulk RNAseq on OE tissue isolated from *iRhom2-/-* and *WT* mice at different ages (5, 8, 10 and 30 weeks; 3 mice/ages/genotypes; combined *n* = 12 per genotype). 

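The OE lines part of the nasal cavity and holds the OSNs, and bulk RNAseq measures the transcripts of all its cells together. Values are given here for 12 of the 24 mice, namely 3 *WT* and 3 *iRhom2-/-* mice at 8 weeks and 3 *WT* and 3 *iRhom2-/-* mice at 10 weeks. The authors' deposited table has 24 columns of counts, and the names of 12 of them, 6 per genotype, could not be tied to a single mouse. Those columns, and with them the mice of 5 and 30 weeks, are not used here, so the values for combined ages cover 8 and 10 weeks only. The authors aligned the reads with STAR to GRCm38 and estimated the counts per gene with RSEM, and their table gives these estimated counts as whole numbers without normalization. Between 34086697 and 48660394 counts per mouse fell on genes in the 6 *WT* mice (median 37464105). In the 6 *iRhom2-/-* mice the totals ranged from 33812446 to 47285988 (median 39448768), so the ranges of the genotypes overlapped. The mice of 8 weeks were sequenced more deeply (median 44361013) than those of 10 weeks (median 34382483), and the sample labels place the ages in separate sequencing submissions. Genotypes were therefore compared with edgeR's quasi-likelihood test with age as a term, after TMM normalization. The filter on low counts (filterByExpr) left 20030 of the 45706 genes. A gene with a count of 3 or fewer in a library was treated as at the detection floor, which covers counting error only.

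*Rhbdf2*, the gene that encodes iRhom2, lies on chromosome 11 of GRCm38 from 116598165 to 116627019 on the minus strand. Its count was 653 to 1034 in the *WT* mice and 232 to 637 in the *iRhom2-/-* mice, so reads on the gene remained in all 6 *iRhom2-/-* mice. Normalized for library size to counts per 1000000 (CPM), this was 20.5 ± 1.23 CPM in *WT* mice (SD, n = 6) and 10.3 ± 2.18 in *iRhom2-/-* mice (SD, n = 6). The log2 fold change was -1.01 (standard error 0.11, adjusted p = 0.00349 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each *iRhom2-/-* mouse was below every *WT* mouse of its age (two-sided exact permutation test within ages, p = 0.005, the smallest p that this design allows). For the 24 mice together, the authors' deposited table gives a log2 fold change of -1.07. The paper states that *iRhom2-/-* mice lack functional iRhom2 protein but still express some exons of the gene from the targeting construct. Counts over the whole gene therefore do not measure the loss of the protein.

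**Figure D1:**
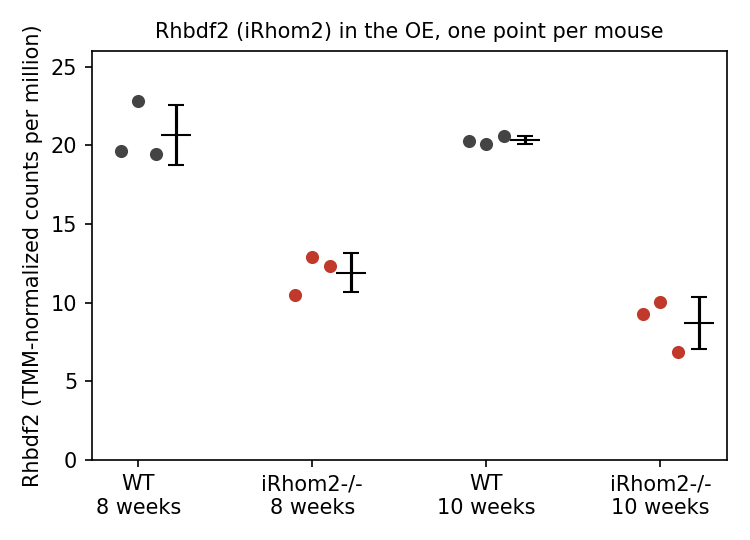
Normalized CPM of Rhbdf2 (vertical axis) in each *WT* and *iRhom2-/-* mouse at 8 and 10 weeks (horizontal axis). Points are mice and bars are the mean ± SD of 3 mice. The *iRhom2-/-* mice of 8 weeks average 11.9 and those of 10 weeks 8.72, against 20.6 and 20.3 in *WT* mice.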

Expression analysis of markers for distinct cell types present in the OE showed no major differences across mature or immature OSN markers (Figure 2F, mOSN, iOSN), consistent with the histological analyses described above.

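The paper's text does not name the markers behind Figure 2F, so lists of markers set before the data were examined were used. *Omp*, which encodes the mOSN marker OMP, lies on chromosome 7 of GRCm38 from 98143359 to 98145502. It reached 5464 ± 1723 CPM in *WT* mice (SD, n = 6) and 6303 ± 995 in *iRhom2-/-* mice (SD, n = 6). Its log2 fold change over both ages was 0.25 (standard error 0.18; 0.16 without *WT* mouse 1 of 8 weeks), and 4 of 6 *iRhom2-/-* mice were above the *WT* mean of their age (adjusted p = 0.626, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At 8 weeks alone the log2 fold change of *Omp* was 0.62 (unadjusted p = 0.00676, adjusted p = 0.112 from edgeR), with 3 of 3 *iRhom2-/-* mice higher. At 10 weeks alone it was -0.13, and from -0.32 without *iRhom2-/-* mouse 3 of 10 weeks to 2.95e-04 without *WT* mouse 1 of 10 weeks. The interaction with age had an unadjusted p of 0.017 for *Omp* in edgeR and did not pass over all genes (adjusted p = 0.323). *Gap43*, the iOSN marker, on chromosome 16 from 42248442 to 42340651, was at 119.8 ± 11.1 CPM in *WT* mice (SD, n = 6) and 145 ± 11.5 in *iRhom2-/-* mice (SD, n = 6). Its log2 fold change was 0.28 (standard error 0.077, unadjusted p = 0.00331, adjusted p = 0.196 from edgeR), and all 6 *iRhom2-/-* mice lay above the *WT* mean of their age.

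Across 10 mOSN markers, 9 had a higher mean in *iRhom2-/-* mice over both ages, with a median log2 fold change of 0.16 (0.057 without *WT* mouse 1 of 8 weeks). At 8 weeks 9 of the 10 were higher (median 0.50), whereas at 10 weeks 9 of the 10 were lower (median -0.17). The unadjusted p of an interaction with age was under 0.05 for 8 of the 10 genes, but the set did not pass such a test (adjusted p = 0.573 with limma's camera, adjusted p = 0.115 with fry). Over both ages the mOSN markers as a set did not differ by limma's camera test with the correlation between genes estimated from the data (adjusted p = 0.648 over the 18 lists tested). With a preset correlation of 0.01 the adjusted p was 0.029, and with limma's fry it was 0.518. Of 8 iOSN markers, 7 were higher, with a median log2 fold change of 0.21 (limma camera, adjusted p = 0.0832), with 6 higher at 8 weeks and 8 at 10 weeks. The iOSN list passed the adjusted threshold of 0.05 with fry (adjusted p = 0.0134) and with the preset correlation (adjusted p = 1.91e-04). At that threshold no list of OE cell types passed in limma's camera test, including globose basal cells and immediate neuronal precursors (adjusted p = 0.999), HBCs (adjusted p = 0.796), sustentacular cells (adjusted p = 0.999) and ciliated respiratory cells (adjusted p = 0.796). Erythrocyte genes (adjusted p = 0.999) and genes that differ between the sexes (adjusted p = 0.999) also did not differ by camera.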

To determine whether specific biological pathways are altered in *iRhom2-/-* mice, we conducted a gene ontology (GO) analysis. Unexpectedly, the GO analysis showed enrichment of pathways for olfactory receptor activity, G-protein coupled receptor (GPCR) signaling and detection of stimuli involved in smell in the *iRhom2-/-* OE (Figure 3A). 

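For the mice of 8 and 10 weeks, 932 ORs were among the genes tested, 4.65% of them. Of the 66 genes higher in *iRhom2-/-* mice at an adjusted p under 0.1, 6 were ORs (9.09%), an odds ratio of 2.06 against all other genes tested (two-sided Fisher's exact test, p = 0.129). Without *iRhom2-/-* mouse 2 of 8 weeks it was 4.35 (exact p = 0.00952), and without *iRhom2-/-* mouse 3 of 10 weeks 0.574 (exact p = 1). Of the 40 genes lower in *iRhom2-/-* mice, 2 were ORs (5%, odds ratio 1.08, Fisher's exact test, p = 0.71). With DESeq2 in place of edgeR, the odds ratio among higher genes was 2.08 with an exact p of 6.66e-04.

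Supplementary Figure S4B shows 12 upregulated genes of these GO terms, and 11 of them could be tested. All 11 were higher in *iRhom2-/-* mice. At an adjusted p under 0.1, 4 passed over all genes and 11 passed when adjusted over the list alone. The 4 became 1 in 6 of the 12 fits that each left out 1 mouse. As a set the 11 genes were higher by limma's camera test (adjusted p = 0.0163) and by fry (adjusted p = 3.26e-04). The list was chosen on data that include these mice, so neither the count adjusted over the list nor the tests of the set are independent evidence. *Gpr162*, on chromosome 6 of GRCm38 from 124858444 to 124863983, rose from 63.7 ± 9.6 CPM in *WT* mice (SD, n = 6) to 90.4 ± 6.9 in *iRhom2-/-* mice (SD, n = 6). Its log2 fold change was 0.51 (standard error 0.096, adjusted p = 0.0600 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 6 of 6 *iRhom2-/-* mice than the *WT* mean of their age, and its adjusted p no longer passed 0.1 in 7 of the 12 fits that each left out 1 mouse. Among the ORs of the list, *Olfr543* had a log2 fold change of 2.65 and *Olfr287* of 1.10. *Olfr287* was higher in 6 of 6 *iRhom2-/-* mice and *Olfr543* in 5 of 6. At 10 weeks *Olfr543* was at 0.258 and 0.400 CPM in *iRhom2-/-* mice 1 and 2, within the *WT* range of 0.172 to 0.434. In *iRhom2-/-* mouse 3 of that age it was at 2.19 CPM, and at 8 weeks all *iRhom2-/-* mice were above all *WT* mice. Many ORs have close paralogs, between which the authors' counting could have split reads.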

As expected, we observed a significant downregulation in genes associated with innate immune responses, likely reflecting the well-characterized consequences of the loss of iRhom2 on macrophage function, including the release of the pro-inflammatory cytokine TNFα [1,2,12] (Figure 3A, Supplementary Figure S4A,B). 

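Supplementary Figure S4B shows 36 downregulated genes, of which 34 could be tested at 8 and 10 weeks, and all 34 had a negative log2 fold change. The unadjusted p was under 0.05 for 22. At an adjusted p under 0.1, 2 passed over all genes and 31 passed when adjusted over the list alone. The 2 became 1 in 8 of the 12 fits that each left out 1 mouse and 4 without *iRhom2-/-* mouse 2 of 10 weeks. As a set they did not pass an adjusted p of 0.05 in limma's camera test (adjusted p = 0.0832) and were lower by fry (adjusted p = 0.02). This list too was chosen on data that include these mice, so the count adjusted over the list and the tests of the set are not independent evidence. In edgeR's fits of single ages, 35 of the 36 genes tested at 8 weeks and 30 of the 33 tested at 10 weeks were lower. On the log2 CPM used for the tests of sets, the median log2 fold change was -1.50 at 8 weeks (-0.87 without *WT* mouse 1 of 8 weeks) and -0.32 at 10 weeks (-0.61 without *iRhom2-/-* mouse 2 of 10 weeks and -0.16 without *iRhom2-/-* mouse 3 of 10 weeks). The interaction of the set with age did not pass (limma camera, adjusted p = 0.573). *Fgf1*, on chromosome 18 of GRCm38 from 38838673 to 38929472, fell from 35.4 ± 8.54 CPM in *WT* mice (SD, n = 6) to 21.6 ± 10.3 in *iRhom2-/-* mice (SD, n = 6), with a log2 fold change of -0.76 (standard error 0.15, adjusted p = 0.0772 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 *iRhom2-/-* mice were lower than the *WT* mean of their age, but the adjusted p did not pass 0.1 in 8 of the 12 fits that each left out 1 mouse. The chemokine gene *Cxcl10* had a log2 fold change of -1.79 (standard error 0.50, adjusted p = 0.195 by the same edgeR test) and 27 to 434 counts in *WT* mice against 13 to 46 in *iRhom2-/-* mice, lower in 6 of 6 *iRhom2-/-* mice. Without *WT* mouse 1 of 8 weeks, which had the 434 counts, it was -1.17. *Ttll12*, on chromosome 15 from 83575090 to 83595157, had a log2 fold change of -0.49 (standard error 0.12, adjusted p = 0.146 by edgeR) and was lower in 6 of 6 *iRhom2-/-* mice.

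The list also holds genes of ribosomal proteins. *Rpl30*, on chromosome 15 from 34440505 to 34443640, had a log2 fold change of -0.75 (standard error 0.099, adjusted p = 0.00723 from edgeR's quasi-likelihood test) and was lower in 6 of 6 *iRhom2-/-* mice. *Rps13*, on chromosome 7 from 116331505 to 116334195, had a log2 fold change of -1.27 (standard error 0.34, adjusted p = 0.178 from edgeR) and was lower in 5 of 6. Both have processed pseudogenes that share sequence with them, and with the counts of these added the log2 fold changes were -0.15 and 0.034, a sum chosen after seeing the data.

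Lists of immune cell markers set before the data were examined did not differ by limma's camera test. Over both ages all 12 macrophage markers were lower in *iRhom2-/-* mice, with a median log2 fold change of -0.25 (limma camera, adjusted p = 0.648), as were all 10 lymphocyte markers, with a median of -0.67 (adjusted p = 0.486). Without *WT* mouse 1 of 8 weeks these medians were -0.059, with 8 macrophage markers lower, and -0.41. Of 24 interferon response genes, 21 were lower (limma camera, adjusted p = 0.737), or 13 without that mouse, and all 7 neutrophil markers were higher (adjusted p = 0.632). With a preset correlation of 0.01 in place of the estimated one, the adjusted p was under 0.05 for these 4 lists (0.0215, 6.72e-04, 0.0223 and 0.0235, in that order), but none passed with fry. The counts and medians of these lists are on the log2 CPM used for the tests of sets, and their directions were not the same at both ages. At 8 weeks all 12 macrophage markers were lower (median -0.61, or -0.31 without *WT* mouse 1 of 8 weeks), and at 10 weeks 11 of them were higher (median 0.14, or -0.047 without *iRhom2-/-* mouse 2 of 10 weeks). All 10 lymphocyte markers were lower at 8 weeks (median -1.25, or -0.72 without *WT* mouse 1 of 8 weeks). At 10 weeks 9 of them were lower (6 in edgeR's fit), with a median of -0.17, from -0.65 without *iRhom2-/-* mouse 2 of 10 weeks to 0.20 without *iRhom2-/-* mouse 3 of 10 weeks. Of the interferon response genes, 20 were lower at 8 weeks, but 9 without *WT* mouse 1 of 8 weeks, and 14 were lower at 10 weeks, from 9 without *WT* mouse 1 of 10 weeks to 20 without *iRhom2-/-* mouse 2 of 10 weeks. Of the neutrophil markers, 3 were higher at 8 weeks, from 1 without *WT* mouse 3 to 7 without *iRhom2-/-* mouse 3 of 8 weeks, and 7 at 10 weeks. An interaction with age did not pass for any of these lists (limma camera, adjusted p = 0.573 for macrophage, lymphocyte and neutrophil markers, and adjusted p = 0.778 for interferon response genes).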

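Of the 20030 genes tested at 8 and 10 weeks combined, 66 were higher and 40 lower in *iRhom2-/-* mice at an adjusted p under 0.1 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At an adjusted p under 0.05 there were 18 and 17, and the unadjusted p was under 0.05 for 2251 genes. Across the 12 fits that each left out 1 mouse, 12 (without *iRhom2-/-* mouse 1 of 8 weeks) to 88 (without *iRhom2-/-* mouse 2 of 10 weeks) were higher and 11 (without *WT* mouse 3 of 8 weeks) to 57 (without *iRhom2-/-* mouse 1 of 10 weeks) lower at 0.1. Without age in the model 5 genes were higher and 5 lower, and with DESeq2 320 were higher and 290 lower. At single ages, 626 genes were higher and 336 lower at 8 weeks, and 16 were higher and 21 lower at 10 weeks. Without *iRhom2-/-* mouse 3 of 8 weeks there were 36 and 39 at 8 weeks, and without *iRhom2-/-* mouse 3 of 10 weeks 43 and 62 at 10 weeks. The authors' deposited table, made from the 24 mice, lists 89 higher and 112 lower genes at an FDR under 0.1.

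The smallest p among higher genes belonged to *Gm8276*, a processed pseudogene on chromosome 3 of GRCm38 from 59431537 to 59433348. It had 5 to 9 counts in *WT* mice and 58 to 221 in *iRhom2-/-* mice, a log2 fold change of 4.27 (standard error 0.32, adjusted p = 1.4e-04 from edgeR). *Sox12*, on chromosome 2 from 152393611 to 152398063, was at 35.2 ± 3.3 CPM in *WT* mice (SD, n = 6) and 52.8 ± 3.28 in *iRhom2-/-* mice (SD, n = 6), with a log2 fold change of 0.59 (standard error 0.059, adjusted p = 0.00168 from edgeR). *Spag1*, on chromosome 15 from 36178099 to 36235621, rose by 0.89 on the log2 scale (standard error 0.10, adjusted p = 0.00349 from edgeR). Besides *Rhbdf2* and the OR *Olfr44*, the smallest p among lower genes belonged to *Atpsckmt* and *Cpq*, both on chromosome 15. *Atpsckmt* (31601852 to 31621227) had a log2 fold change of -1.02 (standard error 0.11, adjusted p = 0.00194 from edgeR) and *Cpq* (33083129 to 33594552) of -0.65 (standard error 0.078, adjusted p = 0.00491 from edgeR). For each of these genes, all 6 *iRhom2-/-* mice lay on one side of the *WT* mean of their age.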

The genes contributing to the altered GO pathways are highlighted among other differentially expressed genes (FDR < 0.1, Figure 3B). Cell types that contributed to the downregulated GO terms were mainly non-OSN cells (immune, sustentacular ventral cells, HBCs (horizontal basal cells), Figure 3C, Supplementary Figure S4A). In contrast, contributions to the upregulated GO terms derived mainly from mOSNs and iOSNs (Figure 3D).

### 2.4. Activation of iRhom2/ADAM17 by OR Signaling in a Non-OSN Cell Type

Among the top pathways enriched in *iRhom2-/-* OE, OR activity and GPCR signaling were particularly interesting, since iRhom2 has been implicated in the crosstalk between the GPCR receptor for lipophosphatidic acid (LPA) and EGFR/ERK (extracellular signal-regulated kinases) signaling in mouse embryonic fibroblasts [27]. Moreover, signaling through many GPCRs is known to stimulate the activity of ADAM17 [28,29,30,31,32,33]. In addition, the stimulation of GPCRs in several cell types, including keratinocytes, can activate ADAM17-dependent shedding of EGFR ligands (e.g., HB-EGF, heparin-binding epidermal growth factor like growth factor) and thus the EGFR/ERK pathway [27,29,34] (see model in Figure 4A). ORs are GPCRs, yet it is not known whether ORs activate iRhom2/ADAM17. Primary mouse OSNs are challenging to isolate and culture and we are not aware of available OSN cell lines. Therefore, in order to study whether OR signaling activates iRhom2/ADAM17, we turned to a cell line that expresses an OR with a known odorant ligand and is easy to culture. Specifically, we employed the human keratinocyte HaCaT cell line, which expresses the OR OR2AT4, which can be activated by addition of its odorant ligand, Sandalore. As a positive control for GPCR/ERK crosstalk, LPA (lysophosphatidic acid) was utilized; this is known to activate iRhom2 and ADAM17 [21,25]. Treatment of HaCaTs with LPA (10 µM) for 5 min caused rapid phosphorylation of ERK1/2 that was prevented by the metalloprotease inhibitor marimastat (MM, 5 µM) (Figure 4B). Treatment of HaCaT cells with 1 mM Sandalore for 5 min also triggered rapid phosphorylation of ERK1/2, in agreement with a previous report [35]. ERK phosphorylation induced by Sandalore was blocked by treatment with marimastat (Figure 4B), indicating that OR OR2AT4 activates a metalloprotease, most likely iRhom2/ADAM17, to elicit crosstalk leading to phosphorylation of ERK1/2.

### 2.5. Change in Differential Expression of ORs in iRhom2-/- over Time

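ORs took 0.167 ± 0.0222% of all counts in *WT* mice (SD, n = 6) and 0.182 ± 0.0318% in *iRhom2-/-* mice (SD, n = 6) at 8 and 10 weeks combined (two-sided exact permutation test within ages, p = 0.385). At 8 weeks the share was 0.126 to 0.18% in *WT* mice and 0.202 to 0.209% in *iRhom2-/-* mice (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The mean difference of 0.0439 percentage points was 0.0267 without *WT* mouse 1 of 8 weeks. At 10 weeks the share was 0.157 to 0.185% in *WT* mice and 0.137 to 0.196% in *iRhom2-/-* mice (exact permutation p = 0.5). The mean difference of -0.0137 percentage points there ranged from -0.0319 without *iRhom2-/-* mouse 1 of 10 weeks to -0.00243 without *iRhom2-/-* mouse 2 of 10 weeks. That the 2 ages differ in this was not shown (exact permutation test of the difference between ages, p = 0.055). Of 1175 OR symbols in the table, 1115 had a count in these 12 libraries and 932 could be tested. With p-values adjusted over ORs alone, 3 ORs were higher and 1 was lower in *iRhom2-/-* mice at an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 105 had an unadjusted p under 0.05. Among all 932 ORs, 464 had a positive and 468 a negative log2 fold change. The number of calls depended on the test, and edgeR's likelihood ratio test gave 24 higher and 5 lower ORs. From p-values of the authors' deposited table, which holds the statistic of such a test for the 24 mice, adjustment over ORs alone gives 13 higher and 4 lower ORs.

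The lower OR was *Olfr44*, on chromosome 9 of GRCm38 from 39481786 to 39493995, which had 34 to 79 counts in *WT* mice and 3 to 10 in *iRhom2-/-* mice. Its log2 fold change was -3.57 (standard error 0.36, adjusted p = 2.35e-04 over ORs, edgeR quasi-likelihood test). The size of this change is uncertain, because *iRhom2-/-* mice 1 and 2 of 10 weeks and mouse 3 of 8 weeks were at the floor of 3 counts. *Olfr603*, on chromosome 7 from 103383062 to 103386177, had 0 to 2 counts in *WT* mice, at or under the floor of 3 counts. In *iRhom2-/-* mice it had 2 to 67 counts, above the floor in 5 of 6 (adjusted p = 0.00628 over ORs, edgeR). Its mean was 0.500 ± 0.470 CPM in *iRhom2-/-* mice (SD, n = 6), with the highest value, 1.36 CPM, in *iRhom2-/-* mouse 2 of 8 weeks. No fold change is given for *Olfr603*, because the *WT* mice were at or under the floor. *Olfr536*, on chromosome 7 from 140500849 to 140507396, was at 57.7 ± 9.55 CPM in *WT* mice (SD, n = 6) and 95.9 ± 22 in *iRhom2-/-* mice (SD, n = 6), with a log2 fold change of 0.74 (standard error 0.14, adjusted p = 0.0487 over ORs, edgeR). *Olfr315*, on chromosome 11 from 58773188 to 58780251, rose by 1.28 on the log2 scale (standard error 0.25, adjusted p = 0.0487 over ORs, edgeR). For *Olfr44*, *Olfr536* and *Olfr315*, 6 of 6 *iRhom2-/-* mice lay on the same side of the *WT* mean of their age. When each mouse was left out in turn, *Olfr536* no longer passed in 11 of 12 fits, *Olfr315* in 10 and *Olfr603* in 1.

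*Olfr1346* was higher in 6 of 6 *iRhom2-/-* mice, with a log2 fold change of 1.04 (standard error 0.33, adjusted p = 0.189 over ORs, edgeR). *Olfr1366* (-0.39, standard error 0.27), *Olfr655* (-0.37, standard error 0.41) and *Olfr1028* (-0.60, standard error 0.29) had negative log2 fold changes and did not pass in edgeR (adjusted p over ORs = 0.763, 0.933 and 0.503), with 5, 4 and 5 of 6 *iRhom2-/-* mice lower. *Olfr655* ranged from -0.60 without *iRhom2-/-* mouse 2 of 8 weeks to -0.18 without *iRhom2-/-* mouse 3 of 10 weeks, and was positive when only mice labelled male were compared (0.11). As a set, *Olfr1346* and *Olfr536* had a limma camera adjusted p of 0.0832 (0.00881 with fry), and *Olfr1366*, *Olfr655* and *Olfr1028* one of 0.486. Close paralogs could have shared reads with any of these ORs.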

Bulk RNAseq revealed that a subset of 14 ORs were significantly upregulated (red dots, FDR (false discovery rate) < 0.05) and 16 ORs were significantly downregulated (blue dots, FDR < 0.05) in the *iRhom2-/-* OE, whereas most ORs (grey dots, >1000 ORs detected) were not differentially expressed (DE) (Figure 5A, *n* = 12 data from combined ages 5, 8, 10 and 30 weeks). 

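Whether the effect of the genotype differed between 8 and 10 weeks was tested with an interaction term in edgeR's quasi-likelihood model. The ages were also separate sequencing submissions, so this term cannot tell an effect of age from one of the submission. Of 932 ORs, 0 had an adjusted p under 0.05 over ORs alone, and the smallest was 0.0813. The unadjusted p was under 0.05 for 165 ORs. Without *iRhom2-/-* mouse 1 of 8 weeks 16 ORs passed, and without *iRhom2-/-* mouse 1 of 10 weeks 3. With DESeq2's likelihood ratio test, 25 ORs passed. In data simulated at this depth with 200 ORs changed 2-fold at 1 age only, the same edgeR test found 2 of them.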

We found that the differential expression of these 30 ORs varies across ages (5, 8, 10 and 30 weeks, Figure 5B). A pairwise correlation for ORs that were significantly DE between *iRhom2-/-* and *WT* mice (FDR < 0.05) indicated substantial correlations between 5 and 8 weeks, 8 and 10 weeks, and 10 and 30 weeks, with the strongest correlation observed between the 5- and 8-week samples (Figure 5C). Conversely, minimal correlation was found between 5 and 30 weeks. 

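The log2 fold changes at 8 and 10 weeks could be compared for 829 ORs tested at both ages. Across all of them, Pearson's r was 0.121 and Spearman's rho 0.00728, and 36.6% had the same sign at both ages. Pearson's r was -0.0655 without *iRhom2-/-* mouse 1 of 8 weeks and 0.26 without *iRhom2-/-* mouse 2 of 8 weeks, with 30.8 and 47.6% of the same sign. These are correlations across genes, which are not independent replicates. When the genotypes were regrouped within ages, 55 of 100 groupings, the real one included, gave an r at least as far from 0. The same-sign share was as far from 50% in 21 of them. Of the 4 ORs that passed at the combined ages, 3 were tested at both ages, with an r of 0.997 across these 3 ORs. For 10 ORs that passed by the p-values of the authors' deposited table, a set chosen after seeing the data, r was 0.739. In both sets the ORs were chosen partly from the same mice in which the fold changes were then compared, so r is not independent of that choice.

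**Figure D2:**
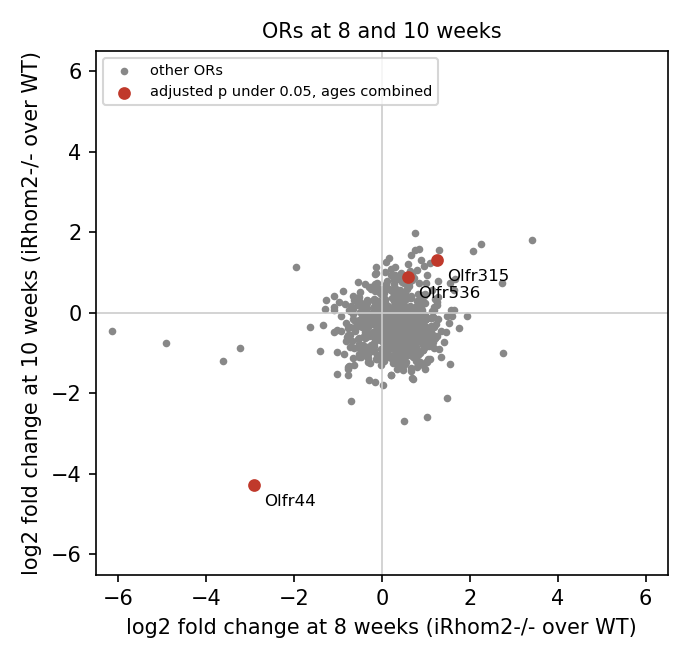
Log2 fold change of each OR between *iRhom2-/-* and *WT* mice at 8 weeks (horizontal axis) and at 10 weeks (vertical axis). Each of the 829 points is an OR tested at both ages, and red points are the 3 ORs with an adjusted p under 0.05 at the combined ages. The r across all points is 0.121.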

When we dissected the bulk RNASeq data by mouse age, we noted 23 ORs DE at 5 weeks, 27 ORs DE at 8 weeks, 59 ORs DE at 10 weeks and 39 receptors DE at 30 weeks (Supplementary Figure S5). 

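Of 912 ORs tested at 8 weeks (3 mice per genotype), 4 were higher and 0 lower in *iRhom2-/-* mice at an adjusted p under 0.05 over ORs alone in edgeR's quasi-likelihood test, and the unadjusted p was under 0.05 for 101 higher and 18 lower ORs. Of 838 ORs tested at 10 weeks, 0 were higher and 1 was lower, and the unadjusted p was under 0.05 for 48 higher and 111 lower ORs. Without *iRhom2-/-* mouse 3 of 8 weeks 0 were higher at 8 weeks (unadjusted p under 0.05 for 66 higher and 15 lower ORs), and without *WT* mouse 1 of 8 weeks 3 were lower. Without *iRhom2-/-* mouse 3 of 10 weeks 1 was higher and 2 were lower at 10 weeks. No OR passed at both ages. The number again depended on the test. With edgeR's likelihood ratio test, 22 ORs were higher and 6 lower at 8 weeks, and 18 were higher and 18 lower at 10 weeks. With the OR counts alone as library sizes, 44 ORs were higher and 2 lower at 10 weeks. In simulated counts with 200 ORs changed 2-fold, the quasi-likelihood test found 3 at 8 weeks and 2 at 10 weeks, against 77 in the combined ages.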

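*Olfr138*, on chromosome 17 of GRCm38 from 38261035 to 38276410, had the smallest p of the ORs at 8 weeks. It was at 1.38 ± 0.34 CPM in *WT* mice (SD, n = 3) and 9.39 ± 2 in *iRhom2-/-* mice (SD, n = 3), a log2 fold change of 2.76 (adjusted p = 0.00683 over ORs, edgeR quasi-likelihood test). At 10 weeks the *WT* mice had 9.18 ± 1.13 (SD, n = 3) and the *iRhom2-/-* mice 4.55 ± 3.95 (SD, n = 3), a log2 fold change of -1.0 (adjusted p = 0.329 over ORs, edgeR), or -2.03 without *iRhom2-/-* mouse 3 of 10 weeks. *Olfr297*, on chromosome 7 from 86519968 to 86528497, was lower at both ages, with log2 fold changes of -3.61 at 8 weeks and -1.19 at 10 weeks (adjusted p = 0.0615 and 0.487 over ORs, edgeR). The value at 10 weeks rests largely on *iRhom2-/-* mouse 3, which had 1 count (0.0296 CPM), against 4.85 and 4.69 CPM in the other *iRhom2-/-* mice and 6.72 to 8.12 CPM in the *WT* mice of 10 weeks. Without that mouse it was -0.62. The log2 fold change of *Olfr44* was -2.91 at 8 weeks and -4.28 at 10 weeks. Some *iRhom2-/-* mice of both ages were at the floor of 3 counts for *Olfr44*, so these sizes are uncertain. At 8 and 10 weeks, the log2 fold change of *Olfr536* was 0.60 and 0.88, that of *Olfr315* was 1.25 and 1.31, and that of *Olfr287* was 0.88 and 1.31. Without *iRhom2-/-* mouse 1 of 8 weeks, the value at 8 weeks was 0.33 for *Olfr536* and 0.44 for *Olfr287*. The unadjusted p of the interaction with age was 9.04e-05 for *Olfr138*, 0.0905 for *Olfr297*, 0.043 for *Olfr44*, 0.341 for *Olfr536*, 0.9 for *Olfr315* and 0.383 for *Olfr287* in edgeR.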

The degree of differential expression for ORs changes with age, as can be seen by following the logFC for the DE ORs (FDR < 0.05) at each age over time (Supplementary Figure S5).

### 2.6. iRhom2 Expression Negatively Correlates with Neuronal Activity

We analyzed a publicly available single-cell RNAseq database of mouse OSNs [36] and stratified OSNs into five subsets, based on the expression level of *iRhom2*, including a subset of OSNs with no detectable *iRhom2* (referred to as *iRhom2-*). In the subset with no detectable *iRhom2* expression, the top upregulated transcripts included the neuronal activity genes *S100a5*, *Dlg2*, *Pcp4l1*, *Kirrel2* and *Lrrc3b* [37,38,39] (Figure 6A). A step-wise inverse correlation exists between OSNs with increasing levels of *iRhom2* and reduced *S100a5* expression (Figure 6B). On UMAP (Uniform Manifold Approximation and Projection), OSNs with the highest *S100a5* expression overlapped with those showing the lowest *iRhom2* expression (Figure 6C). Moreover, cells with no detectable *iRhom2* expression (*iRhom2-*) had higher levels of the activity genes *Dlg2*, *Lrrc3b*, *Pcp4l1* and *Kirrel2* than cells with detectable *iRhom2* (*iRhom2+*, indicating 1 to 5 transcripts per cell, Supplementary Figure S6). This suggests that odor-induced OSN activation may downregulate *iRhom2*.

To understand why *iRhom2* expression is inversely correlated with OSN activity genes, we examined a dataset generated from single-cell Act-seq of the OSNs of mice that were exposed to the odorant acetophenone or solvent only for 2 h [36]. Single-cell Act-seq is a technique that identifies transcriptomic changes due to neuronal activation. We found *iRhom2* expression significantly decreased (*p* = 0.028), whereas *S100a5* expression significantly increased (*p* < 0.01) in OSNs activated by acetophenone; however, exposure to the control solvent did not significantly affect *iRhom2* expression and had a minimal effect on *S100a5* expression (Figure 6D). Furthermore, analysis of a single-cell RNAseq dataset of OSNs from the open and closed naris of naris occlusion experiments showed that the OSN cluster in UMAP with the lowest *S100a5* activity had the highest *iRhom2* expression and vice versa (Figure 6E). Collectively, these findings suggest that *iRhom2* is downregulated by odor stimulation. However, all five activity genes enriched in OSNs with no detectable *iRhom2* (single-cell RNAseq, see above) were expressed at lower levels in the *iRhom2-/-* OE, with significantly lower expression of *Dlg2*, *Lrrc3b* and *Kirrel2* (Supplementary Figure S7), suggesting that iRhom2 activity is required for the normal expression of these genes. 

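In the 12 mice of 8 and 10 weeks, *Dlg2*, on chromosome 7 of GRCm38 from 90476672 to 92449247, was at 216 ± 109.6 CPM in *WT* mice (SD, n = 6) and 124 ± 73.2 in *iRhom2-/-* mice (SD, n = 6). Its log2 fold change was -0.75 (standard error 0.24), and it was lower in 6 of 6 *iRhom2-/-* mice than the *WT* mean of their age. The p was 0.0441 adjusted over the list alone and 0.266 adjusted over all genes (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Kirrel2* (chromosome 7, 30447534 to 30457690) had a log2 fold change of -0.37 (standard error 0.19, adjusted p = 0.183 over the list alone, edgeR) and was lower in 4 of 6 *iRhom2-/-* mice. *Lrrc3b* (chromosome 14, 15357515 to 15438987) had one of -0.30 (standard error 0.29, adjusted p = 0.531 over the list alone, edgeR) and was lower in 4 of 6, from -0.51 without *iRhom2-/-* mouse 3 of 8 weeks to -0.12 without *iRhom2-/-* mouse 1 of 10 weeks. Its log2 fold change was 0.42 at 8 weeks (0.11 without *iRhom2-/-* mouse 3 of 8 weeks) and -1.03 at 10 weeks, with an unadjusted edgeR interaction p of 0.00371. *S100a5* (chromosome 3, 90608523 to 90611780; 0.075, standard error 0.19) and *Pcp4l1* (chromosome 1, 171173262 to 171196268; 0.043, standard error 0.15) did not differ by edgeR (adjusted p = 0.774 over the list alone for both), with 4 of 6 *iRhom2-/-* mice higher for each. Both were near 0, and their sign changed in 2 of the 12 fits that left out 1 mouse. Without *WT* mouse 1 of 8 weeks, they were -0.059 and -0.076, and without *WT* mouse 2 of 8 weeks 0.16 and 0.11. Over the list, 1 gene passed an adjusted p of 0.05 on the list alone and 0 over all genes, where 1 of the 5 genes had an unadjusted p under 0.05. As a set the 5 genes did not differ by limma's camera test (adjusted p = 0.648) or fry (adjusted p = 0.663). For the 24 mice, the authors' deposited table gives log2 fold changes of -0.68 for *Dlg2*, -0.50 for *Lrrc3b*, -0.42 for *Kirrel2*, -0.24 for *S100a5* and -0.17 for *Pcp4l1*. From the lower expression of the 5 genes in the *iRhom2-/-* OE, the paper proposes that iRhom2 activity is needed for their normal expression.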

Taken together, these findings suggest that iRhom2 and most likely ADAM17 have a functional role downstream of OR signaling that may first promote the expression of activity genes but subsequently feeds back to downregulate *iRhom2*.

### 2.7. OSNs Expressing ORs Upregulated in iRhom2-/- Maintain Unusually Stable Gene Expression Amid Environmental Odor Changes

We examined whether OR populations that are upregulated or downregulated in the *iRhom2-/-* OE exhibit unique gene regulatory patterns in response to environmental odor changes using existing scRNAseq data derived from unilateral naris occlusion experiments in mice [36]. To determine the overall transcriptomic changes between the open and closed naris, we conducted pairwise Euclidean distance measurements between every mOSN expressing the same ORs, as outlined in Figure 7A. Euclidean distance is a readout of overall gene expression change in the OSNs between conditions. The Principle Component Analyses (PCA) in Figure 7A provide examples of ORs with relatively small (*Olfrs 1346* and *536*) or large (*Olfrs 1366*, *655* and *1028*) Euclidean distances between the open and closed naris. Most OSNs, including the OR subsets that are downregulated in the *iRhom2-/-* OE (KO- ORs), showed significant gene expression changes upon naris occlusion (Figure 7B). This includes reduced expression of known neuronal activity genes such as *S100a5* (Figure 7C) and increased expression of *iRhom2* (Figure 7D). In contrast, ORs enriched in *iRhom2-/-* (KO+ ORs) have relatively small Euclidean distances (KO+ OR in Figure 7B) and show minimal change in *S100a5* (Figure 7C) and *iRhom2* (Figure 7D) expression despite naris occlusion. In an effort to explore the impact of naris occlusion on the olfactory receptor repertoire, we next examined the fold change in the expression of ORs between nares (Figure 7E). Our findings align with previous research [23], indicating a significant decrease in most OR transcript levels following naris occlusion. However, again, the mOSNs expressing ORs upregulated in the *iRhom2-/-* were the exception to the rule as the group exhibited no significant change in OR transcript levels between the open and closed naris. This phenotype underscores the specialized regulatory mechanisms of the subset of ORs enriched in *iRhom2-/-*, implying their independence from activity-dependent gene expression modifications. Overall, these results point to critical roles of iRhom2 in the fine-tuning of the olfactory landscape and activity in response to odor stimulation and deprivation.

### 2.8. Gene Expression Changes in iRhom2-/- OE Mimic Changes Occuring in Naris Occlusion

Previous work by Tsukahara et al. [36] characterized a subset of genes upregulated by naris occlusion (GEP low) and a subset downregulated by naris occlusion (GEP high). We found that the same subset of genes upregulated by naris occlusion was significantly upregulated in the *iRhom2-/-* OE (Figure 8A). The gene subset downregulated by naris occlusion was also downregulated in the *iRhom2-/-* OE at age 10 weeks and 30 weeks (Supplementary Figure S8). Moreover, a group of genes described in a review article [40] to be consistently up- or downregulated in an activity-dependent manner across several unilateral naris occlusion studies responded in a similar manner to the inactivation of iRhom2 as in the occluded naris. The genes that are downregulated by activity and upregulated upon naris occlusion are also upregulated in the *iRhom2-/-* OE (Figure 8B). These results indicate that gene expression changes in *iRhom2-/-* OE mirror changes occuring after naris occlusion, further corroborating that iRhom2 regulates activity-dependent gene transcription.

## 3. Discussion

The observation of elevated expression of *iRhom2* in the olfactory bulb led to this study aiming to elucidate the role of iRhom2 in olfactory signaling. The iRhom2-LacZ reporter expression in olfactory bulb glomeruli and OSN cell bodies in the OE confirmed the presence of *iRhom2* in OSNs. Independent verification came from RNA ISH and single-cell RNAseq, showing *iRhom2* mRNA, but not *iRhom1* mRNA, in the OSNs. The selective presence of *iRhom2* in the OSNs was surprising, as *iRhom1* is the primary iRhom in most mouse brain areas [5,18], while *iRhom2* is dominant in immune cells [1,2,12]. *iRhom2* gene knockout caused no evident defects in OE histopathology versus *WT* controls, maintaining similar cell type markers, including immature and mature OSNs and proliferation or apoptosis markers.

Our bulk RNAseq analysis revealed a small subset of 30 ORs that are differentially expressed in *iRhom2-/-* OE (FDR < 0.05), with approximately half upregulated and half downregulated. However, most ORs were not differentially expressed in the *iRhom2-/- OE.* Given that OR level differences in RNAseq are thought to faithfully reflect OSN quantity variances expressing particular ORs in different mouse strains [41], iRhom2 appears to regulate specific OSN abundance in the OE. This change in OR populations might also in turn affect the ability to detect and discern different odors as OR abundance could influence odor threshold [42]. Additionally, the influence of other chemosensory inputs such as trigeminal nerves could also be considered in understanding the role of iRhom2 in chemosensation [43].

The genes upregulated in *iRhom2-/-* OE align with the genes showing increased expression upon naris occlusion, suggesting a connection between odor signaling and iRhom2. The fine-tuning of the OSN repertoire through activity-dependent longevity control and/or OR gene selection is an evolutionary strategy believed to enhance an organism’s environmental adaptability [36]. Stimulating specific ORs can either promote or inhibit their OSN survival [44]. Additionally, odor stimulation can boost the number of newly formed OSNs that express odor-responsive ORs [24]. Enhancing the abundance of particular OSNs is thought to make the OE more responsive to odorant signaling, which can improve the organism’s ability to forage for food, find mates and avoid predators, which are all key activities that offer a survival advantage. In contrast, reducing the abundance of other OSN subsets through odor stimulation is seen as an adaptation mechanism to specific olfactory environments, favoring the survival of non-stimulated neurons for increased sensitivity to new odors and stimuli. These insights, combined with the role of iRhom2 in modulating OR abundance and activity-dependent transcription, indicate multiple signaling pathways activated by odor stimulation and iRhom2 function.

Another perspective involves the development and maturation of the olfactory system. Although the present study used mice with mature olfactory organs (age 5–30 weeks), it is noteworthy that olfactory discrimination capabilities develop prenatally in humans [45] and mice [46]. While fetal and neonatal development is not directly relevant here, it provides context for understanding olfactory system maturation. Investigating the expression pattern and consequences of *iRhom2*-deletion in murine fetuses and neonates could present an interesting avenue for future studies [42].

Interestingly, previously reported single-cell sequencing of OSNs revealed an inverse relationship between *iRhom2* expression and neuronal activity-induced gene upregulation. To reconcile our observation of *iRhom2* expression starting postnatally, presumably upon exposure to air flow or odorants, yet being negatively influenced by neuronal activity in mature OSNs, we propose some possible explanations. Firstly, *iRhom2* expression in embryonic OSNs might be activated by chemicals in the amniotic fluid or postnatally by exposure to air flow or odorants or both. Alternatively, the initial onset of *iRhom2* expression in OSNs during the first postnatal week could be determined by the age of the mouse or of individual OSNs, independent of odor stimulation. Secondly, *iRhom2* expression could become regulated by OR activity as a negative feedback mechanism in adult mice.

How can OR stimulation influence iRhom2 activity and expression? Since ORs are part of the GPCR family, we hypothesize that OR signaling activates iRhom2/ADAM17, similar to the established GPCR-ADAM17-EGFR/ERK signaling pathway [16,27,29,47]. Prior research has highlighted the essential role of metalloproteases, especially ADAM17, in facilitating an interaction between GPCRs and the EGFR, which subsequently regulates cell migration and proliferation [32,34,47,48,49]. The crosstalk between a GPCR, iRhom2/ADAM17 and EGFR forms a triple membrane-spanning signaling pathway, crucial for physiological processes like hair growth, relying on ADAM17-mediated EGFR activation post-GPCR stimulation by LPA [34]. Additionally, several GPCRs have been associated with the ADAM17-driven release of the EGFR ligand TGFα [28]. Despite ORs being the largest GPCR family [20], their involvement in iRhom2/ADAM17-mediated OR signaling within OSNs remains unexplored. Intriguingly, our data and previous studies indicate that OR stimulation by odorants can trigger ERK phosphorylation rapidly [50], suggesting a similar triple membrane-spanning pathway might exist in OSNs. It is also recognized that ORs are expressed in various cells beyond OSNs, such as keratinocytes and macrophages [35,51,52]. This study presents initial evidence that stimulating the keratinocytes OR OR2AT4 enhances ERK activation via a metalloprotease, most likely iRhom2/ADAM17, akin to LPA-induced stimulation [27] (see model in Figure 9). Further studies will be necessary to corroborate whether OR signaling in primary OSNs also activates iRhom2/ADAM17.

Given the known role of iRhom2 in immune cells, it was not surprising that we found that the pathways downregulated in the *iRhom2-/-* OE related to the innate immune response. Since OSNs are not known to have a role in innate immunity, this likely reflects the absence of iRhom2 function in the immune cells of the OE. Since all the mice in this study were kept under homeostatic, non-inflammatory conditions, we would not expect a difference in the OSN health or survival. Future studies will be necessary to determine whether *iRhom2-/-* OSNs may be protected from olfactory inflammation and damage and show enhancement of survival in an olfactory injury model.

Taken together, our studies have identified a role for iRhom2 in modulating the relative abundance of ORs and activity-driven expression profiles, likely through activity-dependent mechanisms. The inverse correlation between *iRhom2* mRNA levels and OSN activity gene expression (e.g., *S100a5*, *Dlg2*, *Kirrel2*) implies that the most active OSNs reduce *iRhom2* expression, possibly to limit their odor responsiveness, as part of an activity-dependent desensitization strategy. Naris occlusion single-cell RNAseq data further reveal that deprivation of OR stimulation in the closed naris causes an increase in *iRhom2* mRNA, potentially sensitizing inactive OSNs. Additionally, specific gene sets identified as upregulated in the occluded naris [36,40] are also elevated in *iRhom2-/-* mice. Together, these findings support a model where OR stimulation activates iRhom2/ADAM17 to process an EGFR ligand (or other proteins), leading to (a) upregulation of OSN activity genes and (b) reduced expression of gene sets that are enriched in the occluded naris (Figure 9). This, in turn, may trigger a negative feedback mechanism that reduces *iRhom2* transcription to desensitize active OSNs. We propose that iRhom2/ADAM17 signaling functions as a rheostat, akin to the model proposed by Tsukuhara et al. [36], where enhanced OR-dependent iRhom2/ADAM17 activity upregulates activity genes but downregulates the expression of iRhom2, maintaining a balance between olfactory sensitization and desensitization.

Why are the subset of ORs that are upregulated in *iRhom2-/-* resistant to the effects of odor deprivation? Intriguingly, OSNs expressing these upregulated ORs in *iRhom2-/-* show fewer gene expression changes upon naris occlusion compared to other OSNs. Thus, the rheostat model might not apply to a small number of atypical OSNs expressing ORs upregulated in *iRhom2-/-*. Rather, our data suggest distinct regulatory models depending on which OR is expressed in a given OSN.

In summary, this study reveals that iRhom2 regulates the OR repertoire of the olfactory epithelium and the gene expression profiles of OSNs in an activity-dependent manner. Odorant stimulation of ORs likely activates iRhom2/ADAM17 catalytic activity and cross-talks in an autocrine fashion to drive intracellular OSN signaling pathways, resulting in the transcriptional regulation of activity-dependent genes. A negative feedback mechanism exists by which active OSNs can downregulate *iRhom2* expression to reduce the sensitivity of the OSNs to activity-dependent changes. iRhom2 may thereby control the sensitization or desensitization of OSNs to odorant stimulation. Additional research will be required to deepen our understanding of iRhom2’s function in modulating OSN abundance and function.

## 4. Materials and Methods

### 4.1. Mice

We employed *iRhom2 KOMP* ([53] Rhbdf2^tm1b(KOMP)Wtsi^, referred to as *iRhom2-/-*, 129Sv, C57BL/6 mixed genetic background) [53], in which the expression of LacZ is driven by the endogenous *iRhom2* promoter.

### 4.2. X-Gal Staining

Adult *iRhom2-/-* or *iRhom1-/-* mice of different ages (as indicated) were sacrificed by CO2 euthanasia for adults or decapitation for neonates following the AVMA Guidelines for the Euthanasia of Animals. Heads were fixed in 4% PFA overnight at 4 °C, decalcified in 0.5 M EDTA, pH 7.4 (Boston Bioproducts, Milford, MA, USA, BM-711) for 2 weeks at 4 °C and cryoprotected in 30% sucrose/PBS for 2 days at 4 °C. Heads were then flash frozen in OCT (Sakura Finetek, Torrance, CA, USA, 4583) and sectioned on a cryostat (Leica Biosystems, Deerpark, IL, USA, CM3050S) using high-profile disposable blades 818 (Leica Biostsystems, Deerpark, IL, USA, 14035838383) at −19 °C at 10 µm thickness. X-gal solution is composed of 100 mmol/L sodium phosphate, 1.3 mmol/L MgCl2, 3 mmol/L potassium ferricyanide, 3 mmol/L potassium ferrocyanide and 1 mg/mL X-gal powder (Apex Bio Tech LLC, Houston, TX, USA, A2539, Batch # 2) dissolved into DMSO, diluted into ddH2O. Sections were stained in X-gal solution for 17 h, washed with ddH2O, counterstained with Eosin B, dehydrated, placed on superfrost plus microscope slides (Cardinal Health, Dublin, OH, USA, M6146-PLUS) and covered with coverslips.

### 4.3. RNA In Situ Hybridization

Specimens from *WT* and *iRhom2-/-* mice 8–12 weeks old were fixed in 10% neutral buffered formalin for 7 days, decalcified in a freshly prepared 14% EDTA pH 7.2–7.4 solution (EDTA 99% pure, Thermo Scientific, Cat # 118432500, Sodium hydroxide 10.0N, LabChem Cat # LC245002) for 21 days, processed routinely in alcohol and xylene, and embedded in paraffin. Five micron thick sections were cut from the paraffin blocks and mounted on glass slides. Chromogenic in situ hybridization was performed on an automated stainer (Leica Bond RX, Leica Biosystems, Deer Park, IL, USA) with RNAscope 2.5 LS Assay Reagent Kit-Red (Advanced Cell Diagnostics, Newark, CA, USA, Cat. # 322150) and Bond Polymer Refine Red Detection (Leica Biosystems, Buffalo Grove, IL, Cat. # DS9390) following the manufacturer’s standard protocol. Slides were stained with appropriate RNA scope 2.5 LS Probes ordered from Advanced Cell Diagnostics (Newark, CA, USA) as follows: Mm-Rhbdf2 (*iRhom2*), Cat No. 476168 (targeting region 760–1667 of NM_172572.3), Mm-Adam17, Cat No. 479518 (targeting region 1383–2325 of NM_009615.6) and Mm-Rhbdf1, Cat No. 476158 (targeting region 414–1421 of NM_010117.2). A positive control probe detecting a housekeeping gene (mouse *Ppib*, Advanced Cell Diagnostics, cat # 313918) and a negative control probe detecting the bacterial (*Bacillus subtilis*) *dapB* gene (Advanced Cell Diagnostics, Cat. # 312038) were used to confirm adequate RNA preservation and detection, and the absence of non-specific signal, respectively. The chromogen was fast red and the counterstain hematoxylin. Positive RNA hybridization was identified as discrete, punctate chromogenic red dots under brightfield microscopy.

### 4.4. Treatment of Keratinocytes with Sandalore and Phospho-ERK Western Blot

HaCaTs were cultured in DMEM with 10%FCS and 1%P/S. Cells were plated at 100,000 cells/well in full media in a 12-well format. The next day, cells were serum starved for 17 h in DMEM without FCS. After starvation, the cells were washed once with pre-warmed PBS and treated with Sandalore (1 mM; Perfumer Supply House, Danbury, CT, USA, CAS#65113-99-7) diluted in DMSO, or DMSO-only vehicle, for 5 min at 37 °C. Cells were removed from the incubator, washed 2X with ice cold PBS and lysed in 100 µL/well of lysis buffer composed of 1% Triton-X100, protease inhibitor cocktail (1:500; Roche, Basel, Switzerland), marimastat (5 uM; Sigma Aldrich, St. Louis, MO, USA, 154039-60-8), 1,10-Phenantroline (10 mM; Sigma Aldrich, St. Louis, MO, USA, P9375-259), Sodium Fluoride (10 mM) and Sodium Orthovanadate (2 mM). Next, 6x SDS sample buffer and 50 mM DTT were added to all samples. Samples were boiled for 7 min at 95 °C. Then, 20 µL of sample was run per lane on 10% SDS-polyacrylamide gels. Gels were transferred in a Trans-blot SD semi-dry transfer cell (BioRad, Hercules, CA, USA, 1703940) onto BioTrace Nitrocellulose membranes (Cytiva, Marlborough, MA, USA, 66485). Membranes were blocked in 5% milk, incubated in p-ERK antibody (1:1000; Cell Signaling Technologies, Danvers, MA, USA, 9101S) or ERK1/2 antibody (1:5000; Sigma Aldrich, St. Louis, MO, USA, M5670) overnight at 4 °C and stained with HRP-conjugated anti-rabbit IgG secondary antibody (1:5000; Promega, Madison, WI, USA, W401B) for 30 min at room temperature. We used an ECL detection system (Cytiva, Marlborough, MA, USA, RPN2106) and a Chemidoc image analyzer (Bio-Rad, Hercules, CA, USA) to expose the blot for 30 s by chemiluminescence.

### 4.5. Immunohistochemistry

IHC was performed on a Leica Bond RX automated stainer using Bond bulk reagents (Leica Biosystems, Buffalo Grove, IL, USA) and a polymer detection reagent kit (DS9800, Novocastra Bond Polymer Refine Detection, Leica Biosystems). The chromogen was 3,3 diaminobenzidine tetrachloride (DAB), and sections were counterstained with hematoxylin. For Ki67, slides were heat induced at pH 9.0 for epitope retrieval, stained with anti-Ki67 (Cell Signaling, Danvers, MA, USA, 12202, 1:500) and secondarily stained with Leica Biosystems DS9800 kit, reagent #3, no dilution. For cleaved caspase-3, slides were heat induced at pH 6.0 for epitope retrieval, stained with anti-cleaved caspase-3 (1:250, Cell Signaling, 9661) and secondarily stained with Leica Biosystems DS9800 kit, reagent #3, no dilution.

### 4.6. Slide Scanning and Cellular/Subcellular Quantification

Slides were scanned by brightfield imaging at 40X magnification on the Axioscan 7 Microscope Slide Scanner (Zeiss, Oberkochen, Germany). Images were analyzed using Qupath 0.4.1 [54]. The olfactory epithelium layer was annotated manually and analyzed. All cells were detected and included in the following analysis using Qupath Cell Detection algorithm. For RNA ISH analysis, transcripts were detected using Qupath Subcellular Detection algorithm with an expected, minimum and maximum spot size of 1.2, 0.5 and 1.2 µm, respectively. The number of dots per cell included individual dots and estimated dot numbers from clusters. For Ki-67 and cleaved caspase-3 quantification, positive cell detection algorithm was used.

### 4.7. BrdU Injection, Tissue Harvest and Staining

BrdU (Sigma-Aldrich, St. Louis, MO, USA, B9285) was diluted to 10 mg/mL solution in sterile PBS and aliquoted for storage at −80 °C. Mice were injected with 100 mg/kg BrdU intraperitoneally and sacrificed either 1 day or 28 days post-injection. Heads were harvested for fixation, decalcification, FFPE and sectioning. Slides were heat induced at pH 9.0 for epitope retrieval, stained with anti-BrdU (Abcam, Cambridge, UK, ab6326, 1:250), post primary stained with Vector Laboratories AI 4001 (1:100) and secondarily stained with Leica Biosystems DS9800 kit, reagent #3, no dilution.

### 4.8. Western Blot Densitometry

The Western Blot images were opened in ImageJ Version 1.53 [55]. Background signal was removed by adjusting the brightness and contrast parameters. Bands were encapsulated by rectangles, labelled with “select first lane” and quantified by analyze > gels > plot lanes. The wand function was used to select all lanes and quantify the densitometry of each band. P-ERK bands were normalized to their corresponding total ERK bands. For representation of data, the untreated, treated and treated + MM conditions were normalized to the treated well (Sandalore or LPA). Statistical comparisons were conducted using Student’s *t*-tests with the *p* value indicated above each of the conditions analyzed.

### 4.9. WOE Dissection, RNA Extraction and Library Prep

Mice were euthanized by CO_2_ and the whole olfactory epithelium (WOE) from both nares was dissected and placed into RNA Later Stabilization Solution (Fisher Scientific, Waltham, MA, USA, AM7020). Tissues were homogenized in Buffer RLT by polytron. The homogenized lysates were transferred to a gDNA Eliminator Spin column, and RNA was extracted using the RNeasy Plus Kit (Qiagen, Germantown, MD, USA, 74134). After the RW1 wash, we performed the DNaseI (Qiagen, Germantown, MD, USA, 79254) on column digestion step for 15 min, followed by a second RW1 wash. All other steps were carried out according to the RNeasy Plus Kit’s standard protocol. Total RNA was submitted to the Weill Cornell Medicine Genomics Core for library prep with the NEB Ultra II Directional RNA Library Prep (plus poly A isolation module). QC was conducted using Agilent Bioanalyzer Sample QC- Nanogel and NanoDrop Spectrophotometer. Samples were sequenced on the NovaSeq6000 (Illumina, San Diego, CA, USA) on an S4 Flow Cell at 2 × 150 cycles.

### 4.10. RNAseq Alignment, Quantification and Differential Expression Analysis

Nextflow nf-core v3.10.1 (https://doi.org/10.5281/zenodo.1400710) was used for reads alignment and quantification. More specifically, sequences were aligned with STAR [56] against GRCm38, and gene-level read quantification was carried out via RSEM [57]. Differential expression analysis between groups was performed against all genes or olfactory receptors only using EdgeR v3.40.2 [58] in R (http://www.R-project.org, accessed on 15 September 2023) and *p*-values were then re-corrected by FDR. Gene nomenclature was retrieved from BioMart [59]. Data analysis, statistical testing and plotting were carried out in python (https://ir.cwi.nl/pub/5008, accessed on 15 September 2023).

### 4.11. Principal Component Analysis

To calculate the principal component analysis (PCA) for our single-cell RNA sequencing data, we utilized the Scanpy library [60]. The AnnData object containing the preprocessed gene expression matrix underwent normalization, scaling and selection of highly variable genes. We then applied the PCA algorithm using the Scanpy function sc.tl.pca, with the svd_solver parameter set to ‘arpack’ to perform the singular value decomposition (SVD). This method projected the high-dimensional data into a lower-dimensional space, retaining the most significant features in terms of variance. The resulting PCA coordinates were stored and used to calculate Euclidean distances.

### 4.12. Visualization via UMAP

The scRNAseq data processing for UMAP dimensional reduction involved initial loading of count data. Quality control steps were implemented to filter cells and genes based on QC metrics, including a minimum of 200 genes per cell and a minimum of 3 cells per gene. Normalization procedures, such as log transformation and identification of highly variable genes, were performed with parameters set to minimum mean count of 0.0125, maximum mean count of 3 and minimum dispersion of 0.5. Unwanted sources of variation, including total counts and mitochondrial gene expression, were regressed out, and the data were scaled and subjected to principal component analysis (PCA) with the number of principal components (PCs) set to 40. Subsequently, nearest neighbor identification and clustering were performed using the Leiden algorithm with a resolution of 0.2, and potential lineage relationships between clusters were inferred via Partition-based Graph Abstraction (PAGA). UMAP was then applied for dimensionality reduction and visualization with the number of PCs set to 40, and clusters were visualized on the UMAP plot colored by metadata variables. Finally, UMAP coordinates were extracted and combined with metadata for visualization of gene expression levels of specific genes of interest on the UMAP plot.

### 4.13. Identification of the OR Expressed in Each OSN

The characterization of OR choice in each mOSN is conducted following the method described previously [36]. Briefly, for each given mOSN, the highest expressing OR is determined to be the sole expression OR.

### 4.14. OR Pair-Wise Comparison

The pairwise comparison of OR was conducted across two different measurements: individual gene expression and Euclidean distance comparison between open and closed nares. Firstly, the pairs of OR comparison are obtained by generating all matches of open and closed naris cells expressing the same OR. First, for each given pair, the expression levels of OR genes were analyzed between open and closed nares using log-fold change calculations, providing insights into differential expression patterns. Secondly, Euclidean distance measurements were employed to assess the overall similarity or dissimilarity in gene expression profiles between cells from open and closed nares. This analysis enabled the characterization of the spatial relationships between cells in the scRNAseq dataset. Violin plots were generated to visualize the distributions of log-fold changes, facilitating the comparison of gene expression patterns across OR subsets that were upregulated and downregulated in the *iRhom2-/-*.

### 4.15. OR Population Comparison

We examined each OR gene individually, assessing the counts of cells associated with open and closed nares to gauge relative abundance of OR with and without odor stimulation. The log1p was calculated between nares to capture the fold change in counts between total number of cells from closed and open nares. This transformation offers a nuanced representation of fold changes without addressing issues with extreme values. To ensure comparability across receptors, we normalized the log1p values based on the proportion of counts each OR contributes to the total counts across all cells. This normalization procedure standardized the effect size (fold change) to account for variations in counts across ORs, facilitating the identification of fold change with significant count alterations between open and closed nares. Ultimately, these normalized log1p fold change values were used in characterizing the relative counts of OR genes in response to naris occlusion.

### 4.16. RNAseq Data Analysis

RNAseq analyses were performed in python (versions 3.8) and R (version 4.2). Single-cell analyses were performed in python (versions 3.8) using Scanpy package (version 1.8.2) [60]. Custom scripts for data analysis and visualization were built using open-source python libraries (pandas, numpy, matplotlib, plotly, sklearn, scipy, seaborn and itertools). Scripts to replicate data analysis are available at https://github.com/Justice-Lu/iRhom2_Analysis (accessed on 15 September 2023).

## Figures and Tables

**Figure 1:**
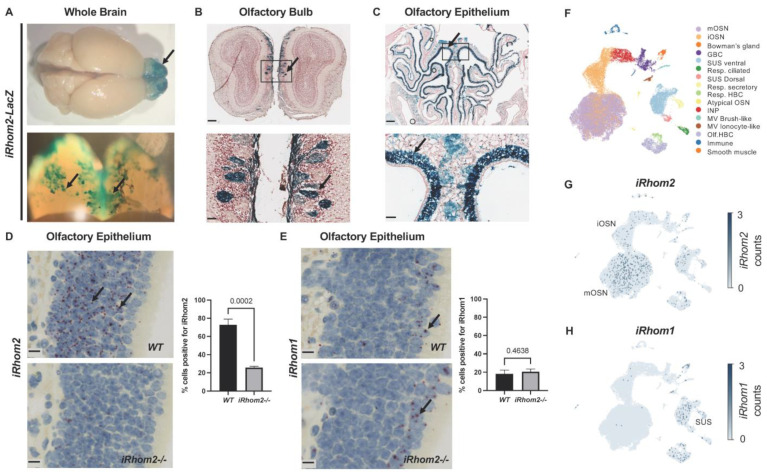
Characterization of the expression of iRhom2 and iRhom1 in olfactory sensory neurons (OSNs). (**A**) Whole brain from iRhom2-LacZ mice stained by X-gal reaction revealed that most brain tissue is negative for iRhom2-expression except for a region in the olfactory bulb (OB, black arrow). (**B**) Sections of the OB of iRhom2-LacZ stained by X-gal reaction revealed iRhom2 reporter expression in some, but not all, OSN glomeruli (indicated by black arrow), with expression mainly in the dorsal-medial section of the OB (scalebar = 250 µm upper panel, 50 µm lower panel). (**C**) Sections of the olfactory epithelium (OE) of iRhom2-LacZ stained by X-gal reaction revealed iRhom2 reporter expression in OSN cell bodies (black arrow, scalebar = 250 µm upper panel, 50 µm lower panel). (**D**) mRNA in situ hybridization (ISH) of olfactory epithelium with probe Mm-Rhbdf2 confirmed high iRhom2 mRNA levels in the OSNs of WT (pointed by black arrows), but not iRhom2-/- mice (scalebars = 10 µm). iRhom2-/- mice have no functional iRhom2 protein, but express exons 1 and 2 as part of the targeting constructs [20], resulting in low levels of transcript presence in the iRhom2-/- OE. (**E**) mRNA ISH staining of OE with probe Mm-Rhbdf1 showed that no iRhom1 is expressed in WT OSNs, although iRhom1 is expressed in the sustentacular cells (indicated by black arrows, scalebars = 10 µm). (**F**–**H**) Analysis of single-cell RNAseq data of OE cells showed high expression of iRhom2 in immature and mature OSNs (iOSN, mOSN) (**F**,**G**), but minimal expression of iRhom1 in these cells (**H**). iRhom1 is expressed in non-OSN cells in the OE, such as sustentacular cells (SUS).

**Figure 2:**
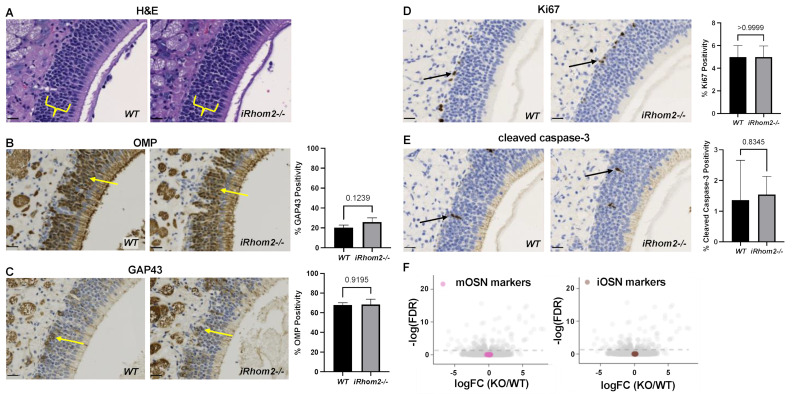
Histologic and immunohistochemical comparison between *WT* and *iRhom2-/-* olfactory epithelium revealed no apparent phenotypic differences. (**A**) Sections stained with H&E revealed no evident difference in the appearance of the OSN cell body layer (yellow brackets) or axon bundles (scalebars = 20 µm). (**B**,**C**) Staining with OMP to mark mature OSNs (**B**, yellow arrows) or GAP43 to mark immature OSNs (**C**, yellow arrows) and subsequent quantification revealed no differences in the number of mature or immature OSNs, respectively (scalebars = 20 µm). (**D**,**E**) Staining of OE sections with antibodies against the proliferation marker Ki67 (**D**, black arrows) or against cleaved caspase-3 to identify apoptotic cells (**E**, black arrows) revealed no significant differences in proliferation or apoptosis, respectively (scalebars = 20 µm). (**F**) RNAseq analysis of OE isolated from *WT* and *iRhom2-/-* mice (*n* = 12 each) showed no difference in the expression of markers for mature OSN (mOSN) or immature iOSN (iOSN).

**Figure 3:**
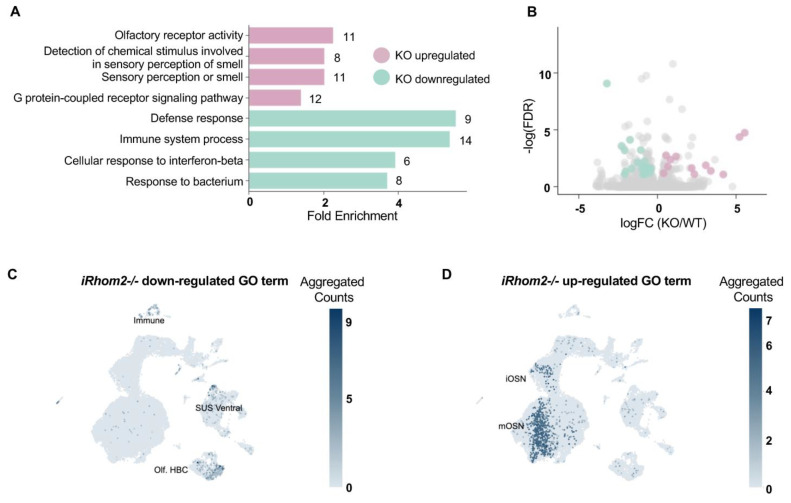
Bulk RNAseq GO analysis of *iRhom2-/-* OE versus *WT* OE. (**A**) GO analysis revealed that pathways upregulated in the *iRhom2-/-* OE were exclusively related to OR/GPCR signaling, while pathways downregulated were related to innate immune function. (**B**) Volcano plot of genes differentially expressed between WT and *iRhom2-/-*. Individual genes that contributed to the GO terms are labelled in pink (upregulated) and green (downregulated) plotted by the logFC and −log(FDR). Only genes with FDR < 0.1 were considered for the GO analysis, all others are labelled in gray. (**C**,**D**) Aggregated counts of the top 4 GO terms in WT and *iRhom2-/-* were plotted on a UMAP of OE cell types. Downregulated GO terms in the *iRhom2-/-* OE are predominantly localized to non-neuronal tissues, including immune cells (**C**). Upregulated GO terms in the *iRhom2-/-* OE are predominantly localized to mOSNs and iOSNs (**D**).

**Figure 4:**
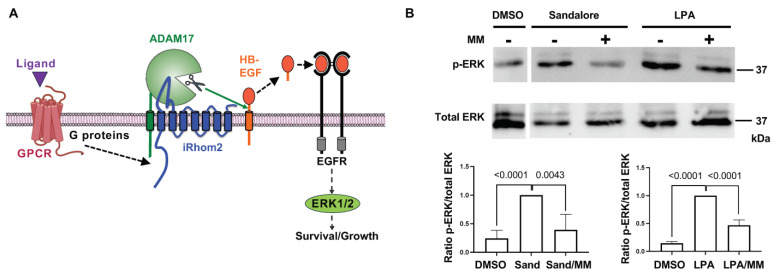
Crosstalk between the OR OR2AT4 on keratinocytes and ERK1/2. (**A**) Schematic depicting the triple-membrane spanning pathway, by which GPCR signaling activates iRhom2/ADAM17, which in turn results in the shedding of HB-EGF and activation of EGFR/ERK1/2 and stimulation of cell survival, growth or proliferation. (**B**) Stimulation of human HaCaT cells with Sandalore (Sand) stimulates phosphorylation of ERK1/2 (p-ERK), which can be prevented by addition of the metalloprotease inhibitor marimastat (MM, 5 µM), which blocks the activity of ADAM17 (**B**). Stimulation of HaCaT cells with the GPCR-agonist LPA results in a similar increase in pERK1/2, which can be blocked by MM (5 µM). Densitometric quantification (lower panels) show significant reduction in p-ERK signal of the DMSO or MM conditions compared to Sandalore- or LPA-treated conditions (results of Student’s *t*-test indicated, *n* = 4).

**Figure 5:**
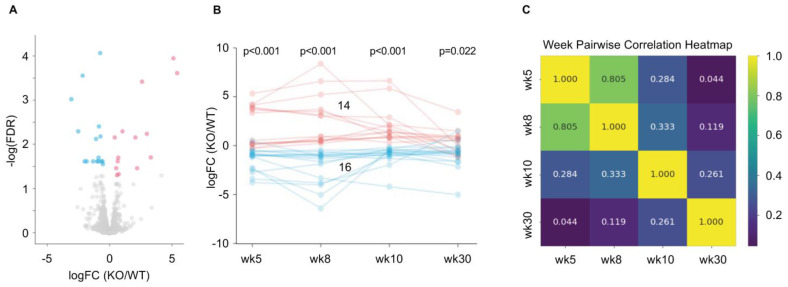
Differentially expressed (DE) ORs in *iRhom2-/-* OE versus *WT* OE. (**A**) Volcano plot shows the distribution of DE ORs upregulated (14 ORs, red) or downregulated (16 ORs, blue) in the *iRhom2-/-* OE with FDR < 0.05 (*n* = 12 per genotype). Most ORs are not differentially expressed in the *iRhom2-/-* OE (>1000 ORs, grey). (**B**) Line graph showing the expression of upregulated (red) or downregulated (blue) ORs across ages at week 5, 8, 10 and 30. Results of Student’s *t*-tests are indicated above each time point. (**C**) A pairwise Pearson correlation of OR logFC across the different time points shows higher correlation (r) of DE ORs at closer age ranges and lower correlation between larger age ranges.

**Figure 6:**
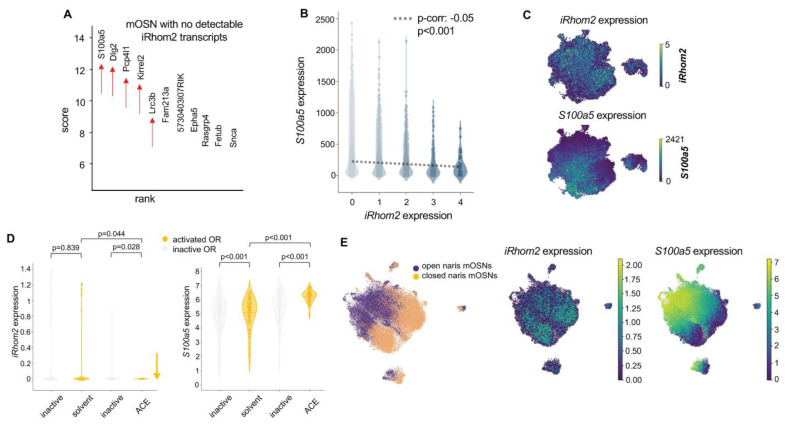
*iRhom2* expression inversely correlates with activity genes. (**A**) Based on single-cell RNAseq data analysis of mOSN cells with no detectable *iRhom2* expression, the 5 top enriched transcripts are known OSN activity genes (*S100a5*, *Dlg2*, *Pcp4l1*, *Kirrel2, Lrc3b*, pointed to by red arrows in (**A**)). (**B**) There is an inverse correlation between the levels of *iRhom2* and *S100a5* expression. (**C**) UMAP shows that OSNs in the region with highest *S100a5* expression correlate to the OSNs with the lowest *iRhom2* expression. (**D**) Analysis of single-cell RNAseq data from Tsukahara et al. [36] shows that *iRhom2* expression is significantly reduced upon acetophenone (ACE) exposure for 2 h, whereas *S100a5* expression is significantly increased upon ACE exposure. The solvent is the vehicle control dipropylene glycol. (**E**) UMAP from single-cell RNAseq of OSNs dissected from naris occlusion experiments. Data are integrated computationally while retaining their open or closed naris tags to create a single UMAP (left panel). *iRhom2* expression is most prominent in the OSNs from the closed naris (middle panel), while *S100a5* expression is most prominent in the OSNs from the open naris (right panel).

**Figure 7:**
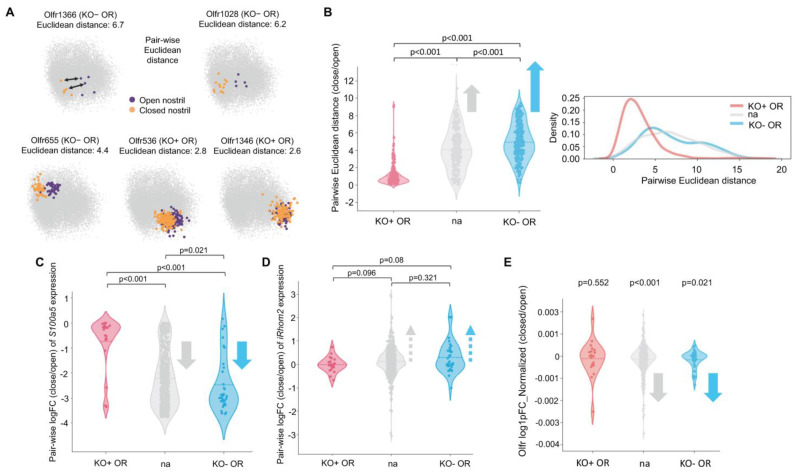
Odor-dependent regulation of *iRhom2* and *S100a5* expression. (**A**) Principal Component Analysis (PCA) of single-cell RNAseq data from the naris occlusion experiment by Tsukahara et al. [36]. Scheme of pairwise Euclidean distance comparison (top left, indicated by black double-headed arrows) and representative PCA for ORs enriched in *iRhom2-/-* OE (KO+ OR) and ORs depleted in *iRhom2-/-* OE (KO- OR). The pairwise Euclidean distance quantifies the overall transcriptional difference between mOSNs in the closed and open naris that express the same ORs. *Olfrs 1346* and *536* are examples of KO+ ORs with short Euclidean distances (2.6 and 2.8, respectively), representing minimal transcriptional differences upon naris occlusion. *Olfrs 1366*, *655* and *1028* are examples of KO- ORs with relatively large Euclidean distances (6.7, 4.4 and 6.2, respectively), representing larger transcriptional differences upon naris occlusion. (**B**) Violin plots and kernel density estimate (kde) plots of Euclidean distances show that KO+ ORs (red) cluster around low Euclidean differences, whereas KO- ORs (blue) have higher Euclidean differences. ORs that are not DE in *iRhom2-/-* are labeled as ‘na’ (gray). (**C**) KO+ ORs show minimal *S100a5* expression change in naris occlusion versus all other ORs, which have large negative fold changes in *S100a5*. (**D**) KO+ ORs show minimal changes in *iRhom2* expression upon naris occlusion versus all other ORs, which upregulate *iRhom2*. (**E**) KO+ ORs show minimal changes in OR expression between nares, while all other ORs show negative fold change in OR expression with naris occlusion. Gray and blue arrows indicate the direction of change.

**Figure 8:**
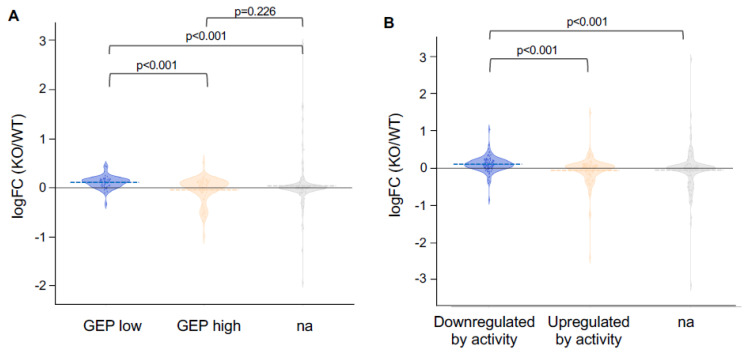
Gene sets upregulated by naris occlusion are also upregulated in *iRhom2-/-* OE. (**A**) The gene set characterized by Tsukahara et al. [36] as being upregulated upon naris occlusion (GEP low) is also upregulated in the *iRhom2-/-* OE versus *WT* OE of *n* = 12 per genotype and significantly different (*p* = 0.0) from the gene set downregulated on naris occlusion (GEP high) or not significantly affected (na). (**B**) Similar observations were made with gene sets downregulated by odor activity as characterized by the meta-analysis by Wang et al. [40], which were upregulated in the *iRhom2-/-* OE versus *WT*.

**Figure 9:**
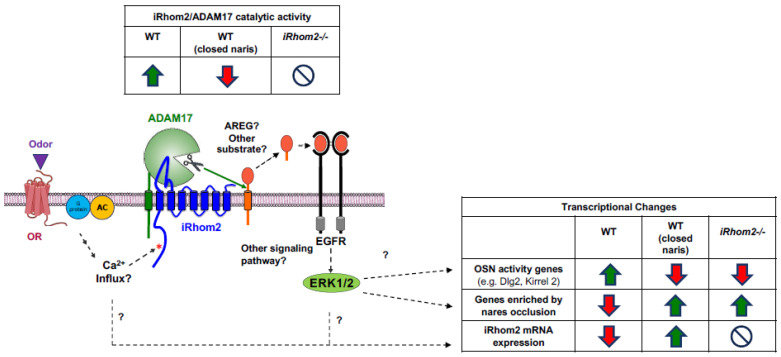
Schematic of OR/iRhom2/ADAM17 pathway resulting in catalytic activity of the iRhom2/ADAM17 protease complex and transcriptional changes in activity genes, naris occlusion genes and iRhom2. Question marks indicate currently unknown mechanisms, the red asterisk next to the cytoplasmic domain of iRhom2 indicates possible phosphorylation upon OR activation, and the circle with a backslash symbol indicates that *iRhom2* mRNA or iRhom2 protein are not present in the *iRhom2-/-* mice.

## Data Availability

The raw and processed RNA-Seq datasets generated as part of this study are available from NCBI GEO at GSE268171. The single-cell RNAseq of mouse olfactory epithelium is publicly available at GSE151346. An additional single-cell RNAseq dataset of mOSNs of wildtype and unilateral naris occlusion is also publicly available at GSE173947.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25116079/s1.

## References

[1] McIlwain D.R., Lang P.A., Maretzky T., Hamada K., Ohishi K., Maney S.K., Berger T., Murthy A., Duncan G., Xu H.C. (2012). iRhom2 regulation of TACE controls TNF-mediated protection against Listeria and responses to LPS. Science.

[2] Adrain C., Zettl M., Christova Y., Taylor N., Freeman M. (2012). Tumor necrosis factor signaling requires iRhom2 to promote trafficking and activation of TACE. Science.

[3] Siggs O.M., Xiao N., Wang Y., Shi H., Tomisato W., Li X., Xia Y., Beutler B. (2012). iRhom2 is required for the secretion of mouse TNFalpha. Blood.

[4] Christova Y., Adrain C., Bambrough P., Ibrahim A., Freeman M. (2013). Mammalian iRhoms have distinct physiological functions including an essential role in TACE regulation. EMBO Rep..

[5] Li X., Maretzky T., Weskamp G., Monette S., Qing X., Issuree P.D., Crawford H.C., McIlwain D.R., Mak T.W., Salmon J.E. (2015). iRhoms 1 and 2 are essential upstream regulators of ADAM17-dependent EGFR signaling. Proc. Natl. Acad. Sci. USA.

[6] Grieve A.G., Xu H., Kunzel U., Bambrough P., Sieber B., Freeman M. (2017). Phosphorylation of iRhom2 at the plasma membrane controls mammalian TACE-dependent inflammatory and growth factor signalling. eLife.

[7] Badenes M., Burbridge E., Oikonomidi I., Amin A., de Carvalho E., Kosack L., Domingos P., Faisca P., Adrain C. (2022). The ADAM17 sheddase complex regulator iTAP modulates inflammation, epithelial repair, and tumor growth. bioRxiv.

[8] Cavadas M., Oikonomidi I., Gaspar C.J., Burbridge E., Badenes M., Felix I., Bolado A., Hu T., Bileck A., Gerner C. (2017). Phosphorylation of iRhom2 Controls Stimulated Proteolytic Shedding by the Metalloprotease ADAM17/TACE. Cell Rep..

[9] Oikonomidi I., Burbridge E., Cavadas M., Sullivan G., Collis B., Naegele H., Clancy D., Brezinova J., Hu T., Bileck A. (2018). iTAP, a novel iRhom interactor, controls TNF secretion by policing the stability of iRhom/TACE. eLife.

[10] Kunzel U., Grieve A.G., Meng Y., Sieber B., Cowley S.A., Freeman M. (2018). FRMD8 promotes inflammatory and growth factor signalling by stabilising the iRhom/ADAM17 sheddase complex. eLife.

[11] Geesala R., Issuree P.D., Maretzky T. (2019). Novel functions of inactive rhomboid proteins in immunity and disease. J. Leukoc. Biol..

[12] Issuree P.D., Maretzky T., McIlwain D.R., Monette S., Qing X., Lang P.A., Swendeman S.L., Park-Min K.H., Binder N., Kalliolias G.D. (2013). iRHOM2 is a critical pathogenic mediator of inflammatory arthritis. J. Clin. Investig..

[13] Black R., Rauch C.T., Kozlosky C.J., Peschon J.J., Slack J.L., Wolfson M.F., Castner B.J., Stocking K.L., Reddy P., Srinivasan S. (1997). A metalloprotease disintegrin that releases tumour-necrosis factor-a from cells. Nature.

[14] Moss M.L., Jin S.-L.C., Milla M.E., Burkhart W., Cartner H.L., Chen W.-J., Clay W.C., Didsbury J.R., Hassler D., Hoffman C.R. (1997). Cloning of a disintegrin metalloproteinase that processes precursor tumour-necrosis factor-a. Nature.

[15] Peschon J.J., Slack J.L., Reddy P., Stocking K.L., Sunnarborg S.W., Lee D.C., Russel W.E., Castner B.J., Johnson R.S., Fitzner J.N. (1998). An essential role for ectodomain shedding in mammalian development. Science.

[16] Blobel C.P. (2005). ADAMs: Key players in EGFR-signaling, development and disease. Nat. Rev. Mol. Cell Biol..

[17] Saad M.I., Jenkins B.J. (2024). The protease ADAM17 at the crossroads of disease: Revisiting its significance in inflammation, cancer, and beyond. FEBS J..

[18] Tushaus J., Muller S.A., Shrouder J., Arends M., Simons M., Plesnila N., Blobel C.P., Lichtenthaler S.F. (2021). The pseudoprotease iRhom1 controls ectodomain shedding of membrane proteins in the nervous system. FASEB J..

[19] Buck L., Axel R. (1991). A novel multigene family may encode odorant receptors: A molecular basis for odor recognition. Cell.

[20] Zhang X., Firestein S. (2002). The olfactory receptor gene superfamily of the mouse. Nat. Neurosci..

[21] Shykind B.M., Rohani S.C., O’Donnell S., Nemes A., Mendelsohn M., Sun Y., Axel R., Barnea G. (2004). Gene switching and the stability of odorant receptor gene choice. Cell.

[22] Mombaerts P. (2004). Odorant receptor gene choice in olfactory sensory neurons: The one receptor-one neuron hypothesis revisited. Curr. Opin. Neurobiol..

[23] Van der Linden C.J., Gupta P., Bhuiya A.I., Riddick K.R., Hossain K., Santoro S.W. (2020). Olfactory Stimulation Regulates the Birth of Neurons That Express Specific Odorant Receptors. Cell Rep..

[24] Santoro S.W., Dulac C. (2012). The activity-dependent histone variant H2BE modulates the life span of olfactory neurons. eLife.

[25] Schoenfeld T.A., Cleland T.A. (2005). The anatomical logic of smell. Trends Neurosci..

[26] Brann D.H., Tsukahara T., Weinreb C., Lipovsek M., Van den Berge K., Gong B., Chance R., Macaulay I.C., Chou H.J., Fletcher R.B. (2020). Non-neuronal expression of SARS-CoV-2 entry genes in the olfactory system suggests mechanisms underlying COVID-19-associated anosmia. Sci. Adv..

[27] Maretzky T., McIlwain D.R., Issuree P.D., Li X., Malapeira J., Amin S., Lang P.A., Mak T.W., Blobel C.P. (2013). iRhom2 controls the substrate selectivity of stimulated ADAM17-dependent ectodomain shedding. Proc. Natl. Acad. Sci. USA.

[28] Inoue A., Ishiguro J., Kitamura H., Arima N., Okutani M., Shuto A., Higashiyama S., Ohwada T., Arai H., Makide K. (2012). TGFalpha shedding assay: An accurate and versatile method for detecting GPCR activation. Nat. Methods.

[29] Maretzky T., Evers A., Zhou W., Swendeman S.L., Wong P.M., Rafii S., Reiss K., Blobel C.P. (2011). Migration of growth factor-stimulated epithelial and endothelial cells depends on EGFR transactivation by ADAM17. Nat. Commun..

[30] Ohtsu H., Dempsey P.J., Frank G.D., Brailoiu E., Higuchi S., Suzuki H., Nakashima H., Eguchi K., Eguchi S. (2006). ADAM17 mediates epidermal growth factor receptor transactivation and vascular smooth muscle cell hypertrophy induced by angiotensin II. Arterioscler. Thromb. Vasc. Biol..

[31] Forrester S.J., Kawai T., O’Brien S., Thomas W., Harris R.C., Eguchi S. (2016). Epidermal Growth Factor Receptor Transactivation: Mechanisms, Pathophysiology, and Potential Therapies in the Cardiovascular System. Annu. Rev. Pharmacol. Toxicol..

[32] Gschwind A., Hart S., Fischer O.M., Ullrich A. (2003). TACE cleavage of proamphiregulin regulates GPCR-induced proliferation and motility of cancer cells. EMBO J..

[33] Mifune M., Ohtsu H., Suzuki H., Nakashima H., Brailoiu E., Dun N.J., Frank G.D., Inagami T., Higashiyama S., Thomas W.G. (2005). G protein coupling and second messenger generation are indispensable for metalloprotease-dependent, heparin-binding epidermal growth factor shedding through angiotensin II type-1 receptor. J. Biol. Chem..

[34] Inoue A., Arima N., Ishiguro J., Prestwich G.D., Arai H., Aoki J. (2011). LPA-producing enzyme PA-PLA(1)alpha regulates hair follicle development by modulating EGFR signalling. EMBO J..

[35] Busse D., Kudella P., Gruning N.M., Gisselmann G., Stander S., Luger T., Jacobsen F., Steinstrasser L., Paus R., Gkogkolou P. (2014). A synthetic sandalwood odorant induces wound-healing processes in human keratinocytes via the olfactory receptor OR2AT4. J. Investig. Dermatol..

[36] Tsukahara T., Brann D.H., Pashkovski S.L., Guitchounts G., Bozza T., Datta S.R. (2021). A transcriptional rheostat couples past activity to future sensory responses. Cell.

[37] Fischl A.M., Heron P.M., Stromberg A.J., McClintock T.S. (2014). Activity-dependent genes in mouse olfactory sensory neurons. Chem. Senses.

[38] Oztokatli H., Hornberg M., Berghard A., Bohm S. (2012). Retinoic acid receptor and CNGA2 channel signaling are part of a regulatory feedback loop controlling axonal convergence and survival of olfactory sensory neurons. FASEB J..

[39] Bennett M.K., Kulaga H.M., Reed R.R. (2010). Odor-evoked gene regulation and visualization in olfactory receptor neurons. Mol. Cell. Neurosci..

[40] Wang Q., Titlow W.B., McClintock D.A., Stromberg A.J., McClintock T.S. (2017). Activity-Dependent Gene Expression in the Mammalian Olfactory Epithelium. Chem. Senses.

[41] Ibarra-Soria X., Nakahara T.S., Lilue J., Jiang Y., Trimmer C., Souza M.A., Netto P.H., Ikegami K., Murphy N.R., Kusma M. (2017). Variation in olfactory neuron repertoires is genetically controlled and environmentally modulated. eLife.

[42] D’Hulst C., Mina R.B., Gershon Z., Jamet S., Cerullo A., Tomoiaga D., Bai L., Belluscio L., Rogers M.E., Sirotin Y. (2016). MouSensor: A Versatile Genetic Platform to Create Super Sniffer Mice for Studying Human Odor Coding. Cell Rep..

[43] Livermore A., Hummel T. (2004). The influence of training on chemosensory event-related potentials and interactions between the olfactory and trigeminal systems. Chem. Senses.

[44] Hossain K., Smith M., Santoro S.W. (2024). In mice, discrete odors can selectively promote the neurogenesis of sensory neuron subtypes that they stimulate. bioRxiv.

[45] Sarnat H.B., Yu W. (2016). Maturation and Dysgenesis of the Human Olfactory Bulb. Brain Pathol..

[46] Todrank J., Heth G., Restrepo D. (2011). Effects of in utero odorant exposure on neuroanatomical development of the olfactory bulb and odour preferences. Proc. Biol. Sci..

[47] Prenzel N., Zwick E., Daub H., Leserer M., Abraham R., Wallasch C., Ullrich A. (1999). EGF receptor transactivation by G-protein-coupled receptors requires metalloproteinase cleavage of proHB-EGF. Nature.

[48] Fischer O.M., Hart S., Gschwind A., Ullrich A. (2003). EGFR signal transactivation in cancer cells. Biochem. Soc. Trans..

[49] Hart S., Fischer O.M., Prenzel N., Zwick-Wallasch E., Schneider M., Hennighausen L., Ullrich A. (2005). GPCR-induced migration of breast carcinoma cells depends on both EGFR signal transactivation and EGFR-independent pathways. Biol. Chem..

[50] Watt W.C., Storm D.R. (2001). Odorants stimulate the ERK/mitogen-activated protein kinase pathway and activate cAMP-response element-mediated transcription in olfactory sensory neurons. J. Biol. Chem..

[51] Orecchioni M., Kobiyama K., Winkels H., Ghosheh Y., McArdle S., Mikulski Z., Kiosses W.B., Fan Z., Wen L., Jung Y. (2022). Olfactory receptor 2 in vascular macrophages drives atherosclerosis by NLRP3-dependent IL-1 production. Science.

[52] Vadevoo S.M.P., Gunassekaran G.R., Lee C., Lee N., Lee J., Chae S., Park J.Y., Koo J., Lee B. (2021). The macrophage odorant receptor Olfr78 mediates the lactate-induced M2 phenotype of tumor-associated macrophages. Proc. Natl. Acad. Sci. USA.

[53] Rabinowitsch A.I., Maretzky T., Weskamp G., Haxaire C., Tueshaus J., Lichtenthaler S.F., Monette S., Blobel C.P. (2023). Analysis of the function of ADAM17 in iRhom2 curly-bare and tylosis with esophageal cancer mutant mice. J. Cell Sci..

[54] Bankhead P., Loughrey M.B., Fernandez J.A., Dombrowski Y., McArt D.G., Dunne P.D., McQuaid S., Gray R.T., Murray L.J., Coleman H.G. (2017). QuPath: Open source software for digital pathology image analysis. Sci. Rep..

[55] Schneider C.A., Rasband W.S., Eliceiri K.W. (2012). NIH Image to ImageJ: 25 years of image analysis. Nat. Methods.

[56] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[57] Li B., Dewey C.N. (2011). RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[58] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[59] Smedley D., Haider S., Ballester B., Holland R., London D., Thorisson G., Kasprzyk A. (2009). BioMart—Biological queries made easy. BMC Genom..

[60] Wolf F.A., Angerer P., Theis F.J. (2018). SCANPY: Large-scale single-cell gene expression data analysis. Genome Biol..

# Supplementary material for: Role of iRhom2 in Olfaction: Implications for Odorant Receptor Regulation and Activity-Dependent Adaptation
**Source:** Int J Mol Sci. 2024 May 31;25(11):6079. doi: 10.3390/ijms25116079
**Supplement:** Supplementary file 1

**Supplementary Figures for the manuscript entitled  
Role of iRhom2 in Olfaction: Implications for Odorant Receptor Regulation and  
Activity-dependent Adaptation, by Azzopardi, Stephanie et al.**

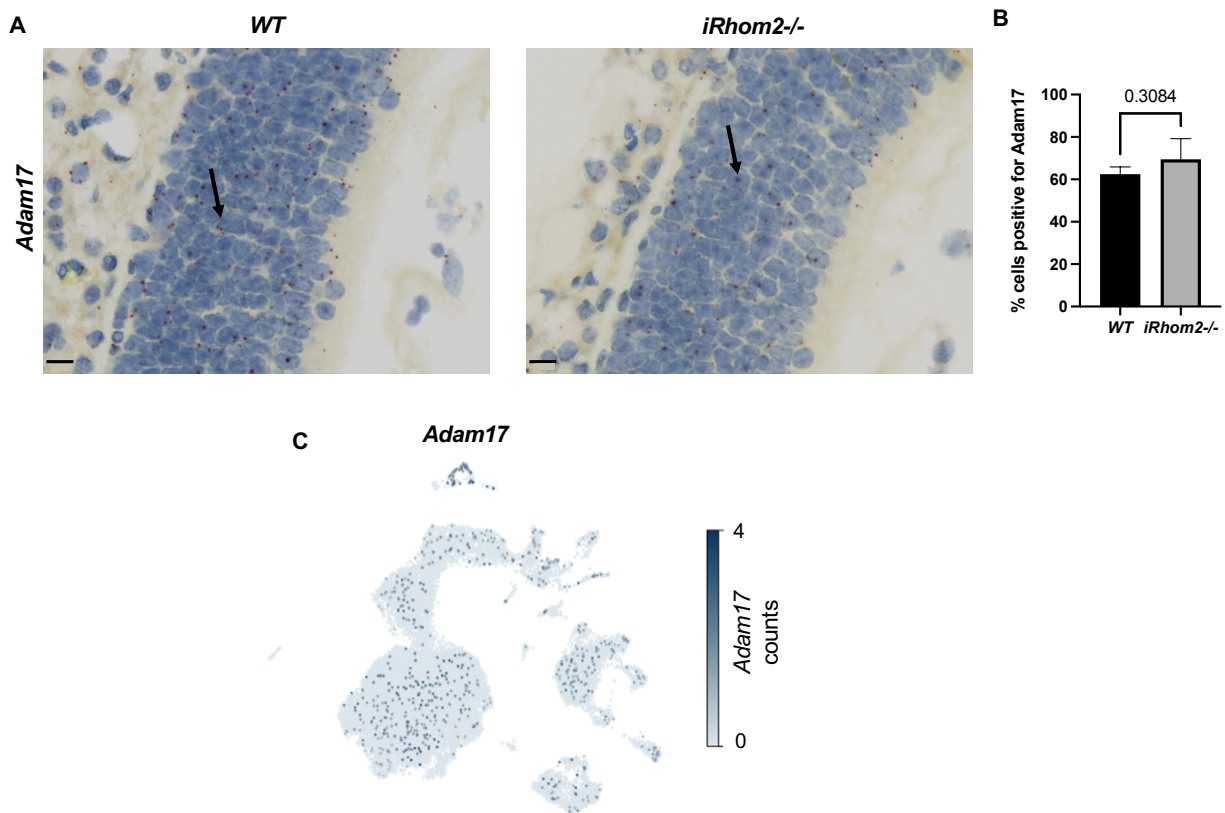

**Supplementary Figure S1.** Expression of ADAM17 in the OE. A, B) RNA in situ hybridization with probe Mm-Adam17 of WT and *iRhom2*<sup>-/-</sup> olfactory epithelium reveals the expression pattern of *Adam17* (A, scalebars = 10 μm, indicated by black arrows), which is present at similar levels in the OSNs of both genotypes (quantification shown in B). C) Single cell RNAseq analysis shows ubiquitous expression of *Adam17* in diverse OE cell types corresponding to those labeled in Figure 1F.

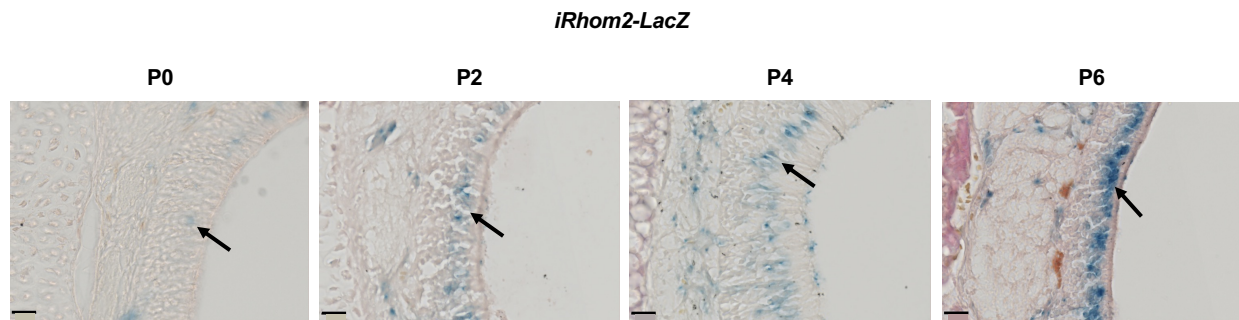

**Supplementary Figure S2.** Expression of *iRhom2* at birth and up to 6 days of age. An analysis of *iRhom2-LacZ* expression (black arrows) demonstrated little, if any expression at birth, but clearly detectable expression at postnatal day 2 (P2) and increasing expression at P4 and P6 (scalebars = 20  $\mu$ m).

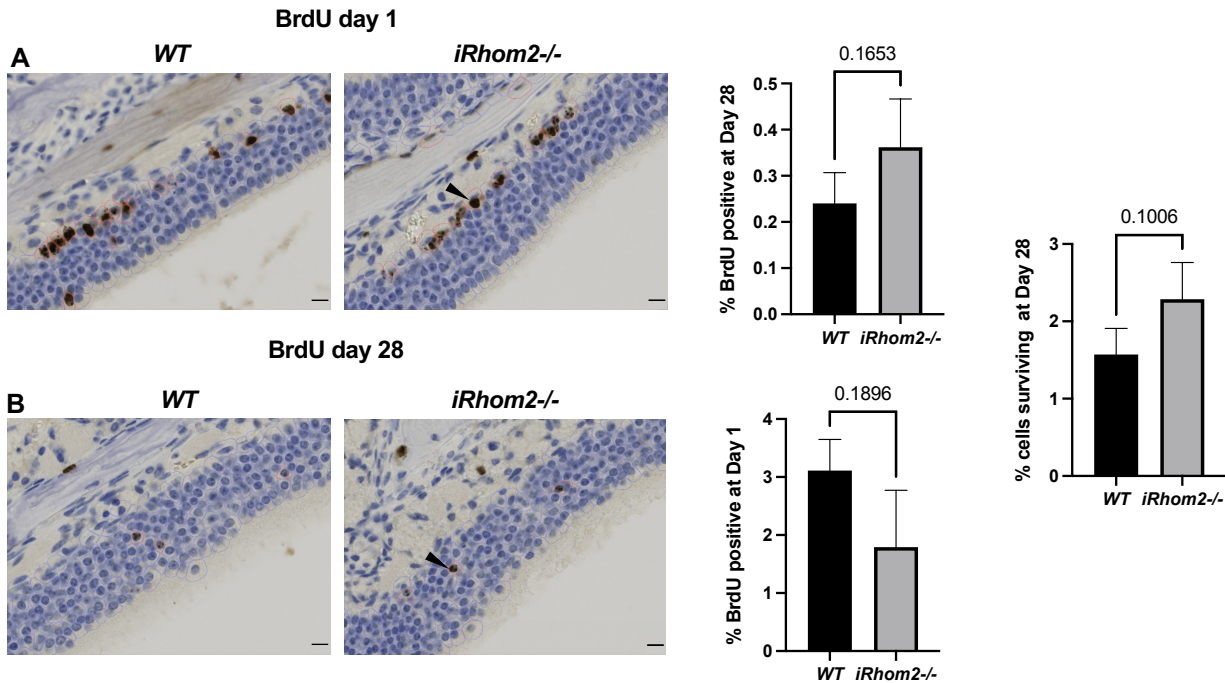

**Supplementary Figure S3.** Analysis of BrdU incorporation into the OE at 1 day or 28 days after BrdU injection into mice. A) Olfactory epithelium of mice injected 24 hours prior with BrdU revealed similar levels of neurogenesis between genotypes. B) After 28 days, *iRhom2<sup>-/-</sup>* OSNs trended toward longer survival, but the difference between genotypes was not significant. All scalebars = 10  $\mu$ m;  $n = 3$  per group, black arrowheads indicate BrdU staining.

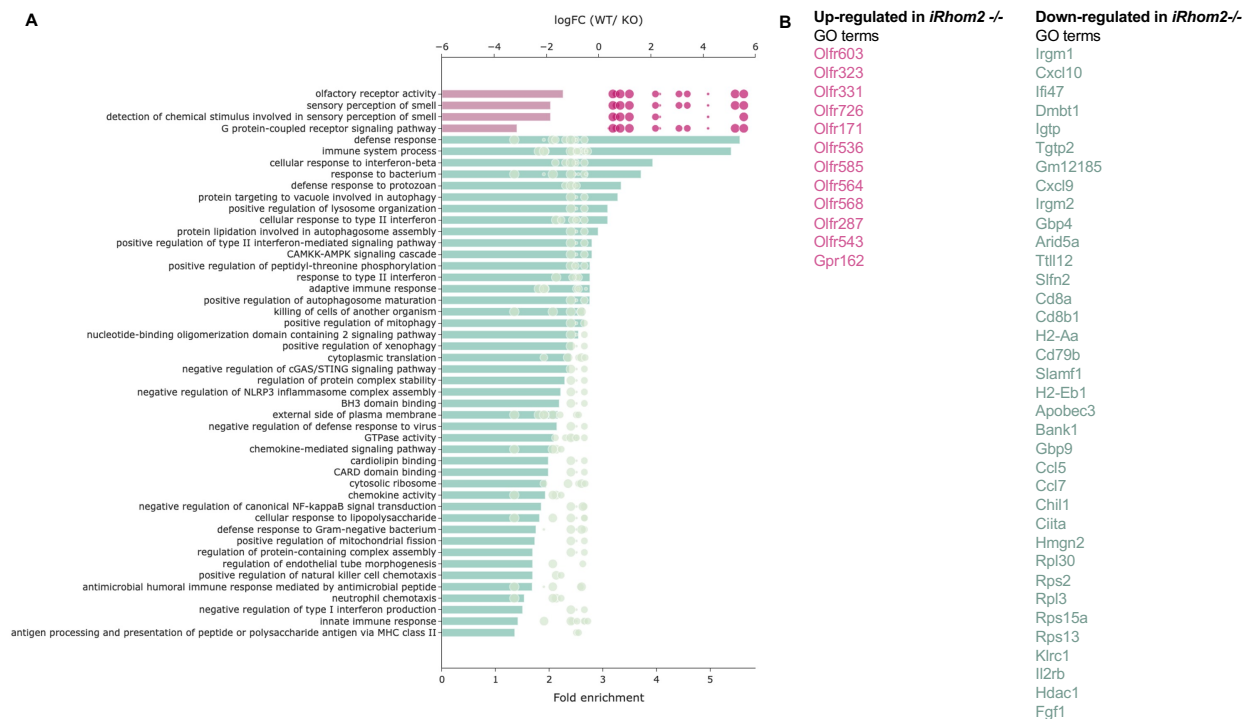

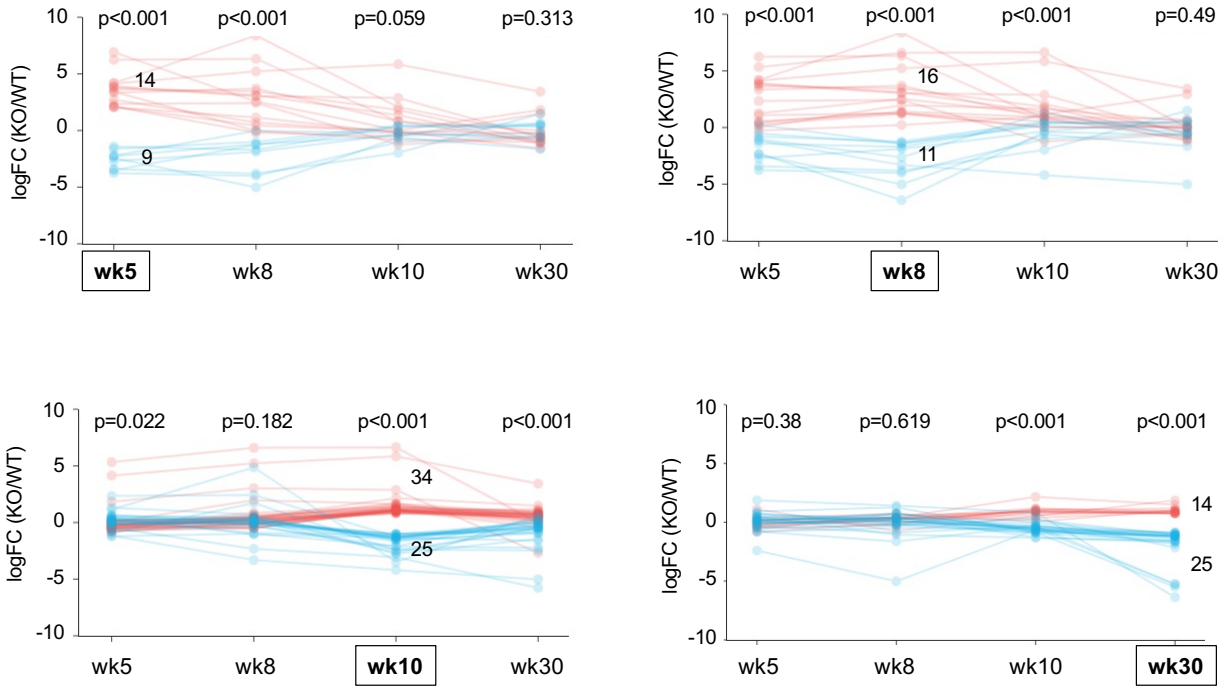

**Supplementary Figure S5.** DE ORs plotted by age. The number of upregulated (red) and downregulated (blue) ORs at each age ( $n = 3$  per genotype, age indicated by box) as determined by bulk RNASeq is indicated by the numbers over the line graphs. The DE ORs from the indicated age (DE-FDR < 0.05,  $n = 3$ ) are graphed over time to visualize changes in logFC. Results of Student's t-tests are indicated above each time point.

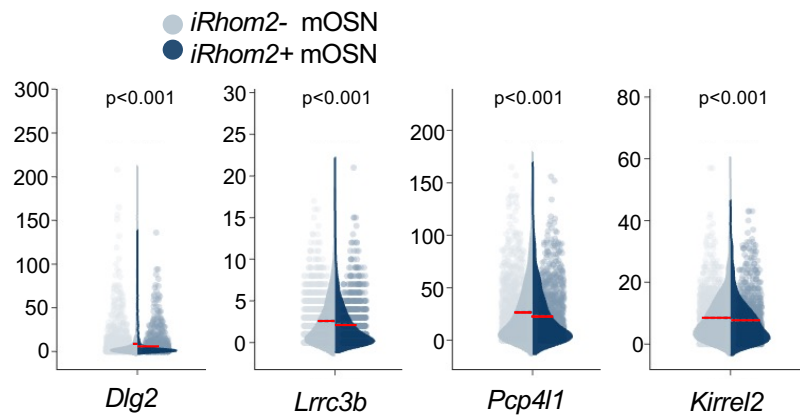

**Supplementary Figure S6.** Activity marker expression for *Dlg2*, *Lrrc3b*, *Pcp4l1*, and *Kirrel2* shows significantly higher expression in the *iRhom2*<sup>-</sup> OSNs versus the *iRhom2*<sup>+</sup> OSNs. Results of Student's t-tests are indicated.

**Reduced activity gene expression in *iRhom2*<sup>-/-</sup> vs *WT***

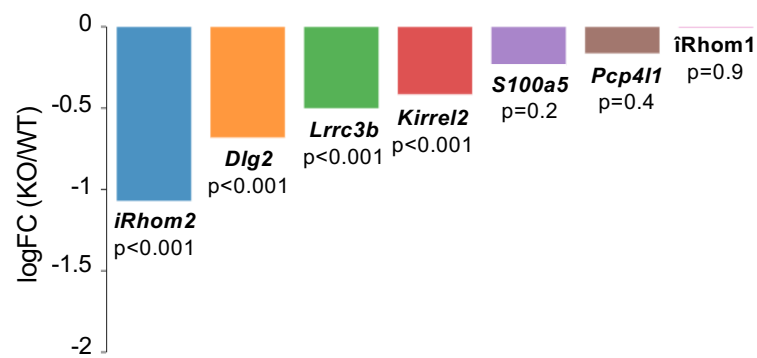

**Supplementary Figure S7.** Bulk RNAseq revealed reduced expression of OSN activity markers in *iRhom2*<sup>-/-</sup> OE (*n* = 12 per genotype). Results of Student's t-tests are indicated.

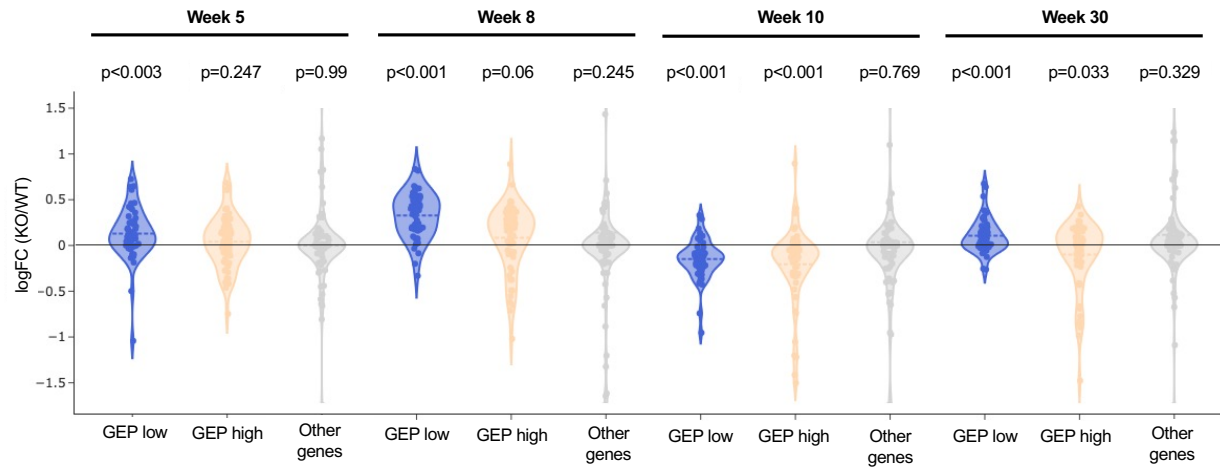

**Supplementary Figure S8.** GEP low genes [35] are significantly upregulated in bulk RNA Seq of *iRhom2*<sup>-/-</sup> OE at Week 5 ( $p=0.003$ ), 8 ( $p<0.001$ ), and 30 ( $p<0.001$ ) compared to *WT*. GEP high genes [35] are downregulated in bulk RNAseq of *iRhom2*<sup>-/-</sup> OE at week 10 ( $p<0.001$ ) and 30 ( $p=0.033$ ). ( $n = 3$  per group). Results of Student's t-tests are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

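Bulk RNAseq of the OE was made from *WT* and *iRhom2-/-* mice of mixed strain background at 4 ages, with 3 mice per age and genotype. The authors ran nf-core, aligned the reads with STAR to GRCm38 and estimated the counts per gene with RSEM. The authors' deposited table gives these estimated counts as whole numbers, without normalization, for 45706 genes and 24 libraries. How the estimates were rounded, and whether genes were filtered first, is not stated. The authors' deposited table also holds, for each gene, their log2 fold change, p-value and FDR between 12 *iRhom2-/-* and 12 *WT* mice, with the statistic of edgeR's likelihood ratio test. Covariates of that comparison are not stated. These values are given here only as the authors'.

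A column of counts was used only where its name matched the label of 1 mouse. That held for the 12 mice of 8 and 10 weeks, and the 12 other columns, 6 per genotype, are not used here. As a result, the mice of 5 and 30 weeks are not analysed here, and the tests set before the data were examined for 24 mice were run on 12 mice with 2 ages. Conditions and replicates were taken from the sample labels and the ages the paper gives. In an early look at the table, before the names of the columns were compared with the labels, all 24 columns were fitted together, so the hypotheses about chromosome 15 and pseudogenes were first seen there.

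Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and genotypes were compared with the quasi-likelihood test with age as a term. The Benjamini-Hochberg adjustment was made over all genes tested, with a threshold of 0.1 and a second one of 0.05, and for ORs (symbols that start with Olfr) over the ORs alone, with a threshold of 0.05. Each age was also fitted alone, and the interaction of genotype and age was tested with 1 term. Counts per 1000000 (CPM) are TMM-normalized. Lists of genes were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2, and p-values were adjusted over 18 lists. The medians of lists at single ages are on the same scale, and the values of lists and of the OR share at single ages, with the tests of their interaction with age, were chosen after the data were seen. Camera estimated the correlation between the genes of a list, and a preset correlation of 0.01 was an alternative. The lists hold markers of OE and immune cell types, sex-linked genes, interferon response genes, the activity genes, the genes of Supplementary Figure S4B, the iRhoms with *Adam17*, and the ORs named by the paper. Coordinates and gene types are those of the GENCODE annotation for GRCm38, which held 19840 of the genes tested.

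The genes given by name were set before the data were examined. They are those the paper names for these data, the 5 ORs with the smallest p in each direction past the threshold, the 3 other genes with the smallest p in each direction, the OR with the smallest p in each direction at each age, the 5 genes with the smallest p in each direction from Supplementary Figure S4B, and *Omp* and *Gap43*. Other genes given by name were chosen after their values were seen.

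Library totals ranged from 33812446 to 48660394 counts. A count of 3 is the limit that a count of 0 allows. Scaled by library totals without TMM normalization, this was at most 0.0887 CPM. With TMM normalization, 3 counts were 0.109 CPM in *iRhom2-/-* mouse 2 of 10 weeks. Within groups, 12 pairs of libraries differed by far more than sampling noise (chi-square per degree of freedom of at least 22.8), so no library was counted as a duplicate. The fits were tested on counts simulated from the means, depths and dispersions of the 12 libraries. With 200 of 19700 genes changed 2-fold, the combined test found 131 and called 12 others. With no gene changed, it called 0 of 19740 genes. Of 200 changed among 919 ORs, it found 77.

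The alternatives were DESeq2 1.42.0, RLE scaling, no filter on low counts, a minimum of 10 counts in every library, edgeR's likelihood ratio test and exact test, the replicate number as a block, fits without age or with sex, mice labelled male alone, other thresholds and sets of ORs, and fits without each mouse in turn. The numbers of genes and ORs past a threshold, those with an interaction, the concentration on chromosomes, the correlation between ages and the tests of lists over both ages were also compared with other groupings of the same mice within ages. Single-cell data, GO databases, histology, cell culture and the ORs of the naris occlusion experiments are not analysed here.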

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

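The edgeR tests of genotype and of its interaction with age were set before the data were examined. So was the test of a passenger haplotype around *Rhbdf2*. The other tests in this part were chosen after the results were seen. Among 72 groups of 6 mice searched for a mouse far from the others, 5 had one, where chance gives about 3.6.

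In *iRhom2-/-* mouse 2 of 10 weeks, *Bpifb9b* took 13.6% of all counts (Wilson 95% interval 13.55 to 13.58), while the gene with the largest share in the other 5 *iRhom2-/-* mice took 0.952 to 1.51%. Without this library, 134 genes passed an adjusted p of 0.1 in place of 106. That does not settle whether a few genes taking most of the counts are behind the genes that differ between the genotypes. *Bpifb9b* was also the most abundant gene in all 3 *WT* mice of 8 weeks (1.92 to 5.53%) and in none of the *iRhom2-/-* mice of 8 weeks, so its share follows the genotype at that age and the effects cannot be told apart. More of the tissue that makes this transcript in the dissected sample stays open and was not tested.

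The other 4 values that stood apart were those of single genes in 3 *WT* mice. *Cxcl10* was at 9.09 CPM in *WT* mouse 1 of 8 weeks, the same mouse with the highest *Bpifb9b* share of its genotype, and its log2 fold change went from -1.79 to -1.17 without it. *Rhbdf2* was at 22.8 CPM in *WT* mouse 2 of 8 weeks, *Gm8276* at 0.277 in *WT* mouse 2 of 10 weeks (9 counts), and *Olfr603* at 0.0419 in *WT* mouse 1 of 8 weeks (2 counts, under the floor of 3). None of these reverses a direction.

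*Gcnt7* and *Nnt* differed between the ages in their response to genotype (edgeR interaction term, adjusted p = 0.0157 and 0.0364 over all genes). *Gcnt7* was at 29.7 ± 1.04 CPM in *WT* and 72.2 ± 4.99 in *iRhom2-/-* mice of 8 weeks, and at 60.9 ± 6.88 and 56.8 ± 6.95 at 10 weeks (SD, n = 3). *Nnt* was at 15.8 ± 1.37 and 17.5 ± 0.521 at 8 weeks, and at 7.76 ± 0.717 and 19.5 ± 0.381 at 10 weeks (SD, n = 3). In each gene 1 of the *WT* groups stands apart from the other 3 groups, not a *iRhom2-/-* group. The number of such genes depended on single mice, with 102 without *iRhom2-/-* mouse 3 of 10 weeks and 8 without *iRhom2-/-* mouse 1 of 8 weeks. It was 0 without *WT* mouse 2 or *WT* mouse 3 of 10 weeks, so neither *Gcnt7* nor *Nnt* passed there. The same held without *WT* mouse 3 or *iRhom2-/-* mouse 3 of 8 weeks. Chance is a candidate source of the number of genes, because 12 of 100 groupings of the mice within ages gave as many genes with an interaction. The groupings counted genes of any kind, so they cannot decide about *Gcnt7* and *Nnt* themselves. Age, the sequencing submission, which goes with age in these mice, and a difference in strain background between the *WT* groups stay open and untested.

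Among genes the paper does not discuss, *Gm8276* (log2 fold change 4.27), *Sox12* (0.59) and *Spag1* (0.89) had the smallest p of those higher in *iRhom2-/-* mice. In the whole comparison, only the real one of 100 groupings gave as many genes at an adjusted p of 0.1 (1 of 100, among 200 possible), and the others gave 0 at the median. *Gm8276* is a processed pseudogene, and *Spag1* lies on chromosome 15.

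Of 33 genes with coordinates that passed an adjusted p of 0.05 (without *Rhbdf2*), 10 lie on chromosome 15, where 718 genes were tested (odds ratio 11.7, two-sided Fisher's exact test p = 1.58e-07, adjusted over 20 chromosomes 3.15e-06). They are *Atpsckmt*, *Cpq*, *Matn2*, *Rpl30*, *Spag1*, *Dpys*, *Zfpm2*, *Sybu*, *Mal2* and *Cyb5r3*, of which 4 were higher and 6 lower. In the 12 fits that each left out 1 mouse, the odds ratio ranged from 6.71 without *iRhom2-/-* mouse 3 of 10 weeks (exact p = 2.19e-04) to 23.9 without *WT* mouse 2 of 10 weeks, with 6 to 14 genes on the chromosome. At 10 weeks alone 3 of 24 such genes lie there (odds ratio 3.81, Fisher's exact test p = 0.0545). This was 3 of 69 without *iRhom2-/-* mouse 3 of 10 weeks (odds ratio 1.21, exact p = 0.74). Each fit without another mouse of that age had 0 there, of 1 to 15 such genes. At 8 weeks alone it was 32 of 266 (Fisher's exact test p = 4.22e-09), but 1 of 40 without *iRhom2-/-* mouse 3 of 8 weeks (exact p = 1). Chromosome 15 was not the only one with an excess. At 8 weeks 31 of the 266 genes lie on chromosome 17 (odds ratio 2.69, Fisher's exact test p = 6.23e-06, adjusted over 20 chromosomes 6.23e-05), and 12 of 40 without *iRhom2-/-* mouse 3 of 8 weeks (odds ratio 8.7, exact p = 1.98e-07). Of 103 genes at an adjusted p under 0.1 in the combined ages, 17 lie on chromosome 15 (odds ratio 5.37, adjusted exact p 3.26e-06) and 19 on chromosome 2 (odds ratio 2.37, adjusted exact p 0.0227), the latter 4 of 42 without *iRhom2-/-* mouse 3 of 8 weeks (odds ratio 1.1, exact p = 0.784). No explanation of the numbers on chromosomes 2 and 17 was tested.

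Whether other groupings of the mice concentrate genes on 1 chromosome as strongly could not be judged from genes past the threshold (1 of 100), because 95 of the 100 groupings had 0 genes at an adjusted p under 0.1. The 33 genes with the smallest p were therefore placed in each grouping. Only the real one reached its concentration (1 of 100), but another came close, with an exact p of 1.83e-07 on chromosome 17 against 1.58e-07 on chromosome 15 in the real grouping.

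A haplotype linked to the targeted gene was the explanation written in advance. Chromosome 11 had an odds ratio of 0.37 (95% interval 0.00908 to 2.22, Fisher's exact p = 0.514). This argues against an excess there as large as on chromosome 15 (11.7), but a smaller one is not excluded. Within 10 Mb of *Rhbdf2*, 0 of 247 genes passed the threshold, which says little with only 33 past it in all. There 23 had an unadjusted p under 0.05, against 2251 of all 20030 genes tested. A haplotype on chromosome 15 that differs between the genotypes may instead be at work in these mice of mixed background. The 10 genes lay closer together than 10 genes drawn from the chromosome, at a median distance of 8.49 Mb against 22.4 Mb (100000 draws, one-sided permutation p = 0.0175), and 9 of them start within the stretch from 31601852 to 54602847, where 72 genes were tested. In the authors' deposited table for 24 mice, 25 of 170 such genes lie on chromosome 15 and 17 on chromosome 11. An effect of iRhom2 itself on genes of this region was not tested and stays open.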

How the results depend on the processing

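The alternatives were set before the data were examined, apart from the sum of a gene with its pseudogenes and the ORs taken from the authors' p-values, which were chosen after seeing the data. Of 735 values of single genes under the alternatives, 648 kept their direction and side of the threshold, 58 were weaker, 21 stronger and 8 reversed. The log2 fold changes of *Rhbdf2*, *Atpsckmt*, *Sox12*, *Spag1*, *Gm8276* and *Olfr44* kept both in every fit of the combined ages, those without 1 mouse included. In edgeR's fit of 10 weeks alone, *Atpsckmt*, *Sox12* and *Spag1* did not pass 0.1 (adjusted p = 0.112, 0.239 and 0.262). At 8 weeks alone, *Olfr44* did not pass 0.05 over ORs (adjusted p = 0.0778, edgeR).

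The number of genes past an adjusted p of 0.1, 66 higher and 40 lower, was 320 and 290 with DESeq2, 172 and 114 with edgeR's likelihood ratio test, 5 and 5 without age in the model, and 9 and 8 in mice labelled male, where fewer mice were compared. With sex in the model 39 genes were higher, and at a threshold of 0.05 there were 18 and 17. The number of higher ORs, 3, was 23 with DESeq2, 24 with the likelihood ratio test, 16 with the exact test, 8 without a filter on low counts, and 8 with OR counts alone. It was 1 with RLE scaling, without age, with sex in the model or adjusted over all genes, and 0 in mice labelled male. The number of lower ORs, 1, was 7 with DESeq2, 5 with the likelihood ratio test, 3 with the exact test, 2 without a filter and 2 with OR counts alone. In the simulated data, the likelihood ratio test called 45 unchanged genes and DESeq2 50, against 12 in the quasi-likelihood test. Beyond that, the cause was not tested.

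At 8 weeks, the 4 higher ORs became 20 with DESeq2, 22 with the likelihood ratio test, 1 with at least 10 counts in every library and 2 with 1 dispersion estimate for all 12 mice. The 0 lower ORs became 6, 6, 3 without a filter, 6 with OR counts alone, 2 adjusted over all genes and 3 with the shared dispersion. At 10 weeks, the 0 higher ORs became 17 with DESeq2, 18 with the likelihood ratio test, 1 without a filter and 44 with OR counts alone, and the 1 lower OR became 9, 18, 0 with at least 10 counts and 2 with OR counts alone. The 0 ORs with an interaction became 25 with DESeq2, 1 without a filter and 4 with OR counts alone. The cause was not tested.

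Same-numbered mice did not deviate together (correlations of 0.130, 0.0427 and 0.0063 at 8 weeks and -0.00276, 0.227 and 0.119 at 10 weeks), so the numbers do not pair the mice. With the replicate number as a block, 26 genes were higher and 15 lower, 6 ORs were higher, 2 ORs were higher at 8 weeks and 1 OR had an interaction.

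The correlation of OR log2 fold changes between 8 and 10 weeks, 0.997 over 3 ORs, was 0.121 over all ORs. As Spearman's rho over the same 3 ORs it was 1. Pearson's r was 0.928 over 3 ORs that passed at 1 or more ages and were tested at both. For ORs from the authors' p-values r was 0.739. A set of 3 ORs is too small to show a correlation. The unadjusted p of the mOSN list, 0.377, was 0.0161 with the preset correlation, and the list of sex-linked genes changed its direction with fry (p = 0.995). Of the genes of Supplementary Figure S4B, the 4 upregulated genes that passed became 10 with DESeq2, 1 at a threshold of 0.05 and 0 without age, and the 2 downregulated genes became 10, 1 and 0. The odds ratio of ORs among higher genes was 2.08 with DESeq2 (exact p = 6.66e-04) and 0 without age, where 5 genes passed.

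*Olfr655* was positive in mice labelled male (0.11). *Pcp4l1* was -0.00376 without age and in the exact test. *Rps13* was 0.034 with its pseudogenes added.

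Across the 12 fits that each left out 1 mouse, 12 to 88 genes were higher and 11 to 57 lower. The lowest number of higher genes came without *iRhom2-/-* mouse 1 of 8 weeks, and the highest without *iRhom2-/-* mouse 2 of 10 weeks. From 0 to 5 ORs were higher, with 0 without *WT* mouse 1 of 8 weeks, and 1 was lower in each fit. Across the 6 fits at each age, 0 to 5 ORs were higher and 0 to 3 lower at 8 weeks, and 0 to 1 were higher and 1 to 2 lower at 10 weeks. *Pcp4l1* ranged from -0.076 to 0.11 and *S100a5* from -0.059 to 0.16. The p of the activity list ranged from 0.179 to 0.581.

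The alternatives for 5 and 30 weeks, and all alternatives in their form for 24 mice, were not run, because those mice are not analysed here. At 3 mice per genotype, the simulated data show that few ORs changed 2-fold can be found, so low counts of ORs at single ages say little about how many changed.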

Differences from the paper's values

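The paper's values for combined ages and in Supplementary Figure S7 cover 24 mice of 4 ages, and those given beside them cover 12 mice of 8 and 10 weeks. The paper reports 14 upregulated ORs for combined ages, and 3 were higher here. With edgeR's exact test without covariates there were 16, within 1.5 times of the paper's number, and with none of the other alternatives set before the data were examined was the number that close. The paper reports 16 downregulated ORs, and 1 was lower here, from 1 to 7 over the alternatives, none of which closed the gap. From the p-values of the authors' deposited table, adjusted over ORs alone, 13 were higher and 4 lower.

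At 8 weeks the paper reports 27 ORs and 4 passed here. With DESeq2 there were 26 and with edgeR's likelihood ratio test 28, and the other alternatives did not come that close. At 10 weeks the paper reports 59 ORs and 1 passed here. With OR counts alone there were 46, and the other alternatives gave at most 36.

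The paper's correlation of OR log2 fold changes between 8 and 10 weeks is about 0.33 in Figure 5C, read by eye. It covers ORs that differed significantly between the genotypes. Here it was 0.997 over only 3 ORs and 0.121 over all ORs, and neither other sets of ORs nor Spearman's rho closed the gap. Over all ORs, r was 0.26 without *iRhom2-/-* mouse 2 of 8 weeks. This is nearer in size to the paper's value but covers a different set of ORs. Without *iRhom2-/-* mouse 1 of 8 weeks it was -0.0655.

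For *S100a5* the paper's log2 fold change is about -0.23 in Supplementary Figure S7, read by eye, and it was 0.075 here. For *Pcp4l1* it is about -0.16 in Supplementary Figure S7, read by eye, and it was 0.043 here. Without *WT* mouse 1 of 8 weeks they were -0.059 and -0.076, and *Pcp4l1* was -0.014 without *iRhom2-/-* mouse 3 of 8 weeks, which closes each gap to less than the standard error. None of the other alternatives set before the data were examined closed either gap. The paper states that all the activity genes were lower in the *iRhom2-/-* OE, whereas these 2 were not lower in the 12 mice together. The paper states that *Dlg2*, *Lrrc3b* and *Kirrel2* were significantly lower, and Supplementary Figure S7 shows Student's t-tests. Those tests differ from the edgeR test used here, and no adjustment over all genes is stated for them. Here the unadjusted edgeR p-values of these genes were 0.00881, 0.318 and 0.0732. No alternative run took an adjusted p over all genes of any of these genes under 0.1. Adjusted over the 5 genes alone, *Dlg2* had an edgeR p of 0.0441. For the 24 mice, the authors' deposited table gives unadjusted p-values of 2.02e-06, 0.00218 and 0.036.

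The paper shows *Olfr1346* as an upregulated and *Olfr1366*, *Olfr655* and *Olfr1028* as downregulated ORs. Their directions were the same here apart from *Olfr655* in mice labelled male (0.11), but none passed an adjusted p of 0.05 over ORs in edgeR (0.189, 0.763, 0.933 and 0.503) or under any alternative run. The paper describes GO terms of ORs as enriched among the genes higher in *iRhom2-/-* mice, and here the share of ORs among higher genes passed a Fisher's exact test with DESeq2 (p = 6.66e-04) but not with edgeR (p = 0.129).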

Other observations

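Apart from the edgeR tests of *Adam17* and *Rhbdf1* and the camera test of their list, the tests in this part were chosen after the results were seen.

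Of the downregulated genes in Supplementary Figure S4B, 7 share at least 10% of the 31-base words of a processed pseudogene with it (*Hmgn2*, *Rps2*, *Rpl30*, *Rpl3*, *Hdac1*, *Rps13* and *Rps15a*). Alone they had a median log2 fold change of -0.75, and 4 had an unadjusted p under 0.05 (edgeR quasi-likelihood test). With the counts of the pseudogenes added, the median was -0.035, the values ranged from -0.20 to 0.12, and 0 had an unadjusted p under 0.05. A candidate explanation is that reads shared between a gene and its processed pseudogenes were assigned differently in the genotypes, since an effect on the gene alone would have left the sum lower. Over all 882 processed pseudogenes with a tested parent gene, 55 had an unadjusted p under 0.05. The parent of 20 of these changed in the opposite direction at that level, against 23 of the other 827 (odds ratio 19.8, two-sided Fisher's exact test p = 7.22e-15). These 20 have 10 distinct parents, so they are not independent. A parent changed in the same direction for 2 and 26 of them.

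The share of a family's normalized counts that fell on the gene itself lay at separate levels. For *Rps2* it was 97.2 to 97.9% in *WT* mice of 8 weeks, 42 to 44.1% in *WT* mice of 10 weeks, 6.14 to 6.79% in *iRhom2-/-* mice of 8 weeks, and 6.31 to 90.5% in *iRhom2-/-* mice of 10 weeks. The largest gap between neighbouring mice was 46.1 percentage points. *Rps13* fell to 18.7 to 21.9% in *iRhom2-/-* mice of 8 weeks and 29.4% in *iRhom2-/-* mouse 3 of 10 weeks, and was 81.2 to 89.7% in all *WT* mice and 82.8 and 83.8% in the other *iRhom2-/-* mice of 10 weeks. *Rpl3* was at 40.1 to 42.9% in *iRhom2-/-* mice of 8 weeks, 46.9% in *iRhom2-/-* mouse 3 of 10 weeks and 87.5 to 97.6% in the other mice. A strain variant against the reference, which would move reads between a gene and its copies, may lie behind such levels, but no variants were analysed here. For *Rps2*, *Rps13*, *Rpl3*, *Rpl30* and *Rps15a* the variant and the genotype cannot be told apart at 8 weeks, because there the levels follow the genotype. For *Hmgn2* and *Hdac1* they do not. *Hmgn2* was at 78.5% in *WT* mouse 3 of 8 weeks and at 98.2 and 98.6% in the other *WT* mice of that age, but at 98.1% in *iRhom2-/-* mouse 3 of 8 weeks and 77.9 and 77.6% in the others. *Hdac1* was at 84.2% in *WT* mouse 3 of 8 weeks and 97.7 and 98% in the other *WT* mice, but at 98.2% in *iRhom2-/-* mouse 3 of 8 weeks and 83.6 and 83.9% in the others. The genotype alone therefore does not set the levels of these 2 families. Nor does it set those of *Rps2*, *Rps13*, *Rpl3* and *Rps15a*. In these, *iRhom2-/-* mice 1 and 2 of 10 weeks lay apart from *iRhom2-/-* mouse 3 of 10 weeks and the *iRhom2-/-* mice of 8 weeks. *Rps15a* was at 95.6 and 96.5% in mice 1 and 2, 73.7% in mouse 3 and 79.3 to 81.8% at 8 weeks. *Rpl30* was lower in all *iRhom2-/-* mice (45.1 to 71.5%) than in *WT* mice (92.5 to 93.8%). What sets the levels was not tested.

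*Olfr138* had 377 to 531 counts in *iRhom2-/-* mice of 8 weeks and 308 in *iRhom2-/-* mouse 3 of 10 weeks, but 76 and 65 in *iRhom2-/-* mice 1 and 2 of 10 weeks. In *WT* mice it had 49 to 80 counts at 8 weeks and 266 to 363 at 10 weeks.

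*WT* mouse 3 of 8 weeks is labelled female, but had 9 counts of *Xist*, within the range of mice labelled male (1 to 27). Its counts of the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* were 1994, 997, 1116 and 2059. The mice labelled female at 10 weeks had 6814 and 9230 counts of *Xist* and at most 4 of each Y-linked gene. A mislabelled sex of 1 mouse may explain this (*Xist* count 9 in the library labelled female). The fits with sex in the model, and those of mice labelled male, used the labels as given.

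How often other groupings of the mice within ages gave results as large was counted. For ORs at the combined ages, 2 of 100 groupings gave as many calls, and for ORs with an unadjusted interaction p under 0.05, 3 of 100. For the upregulated and the downregulated genes of Supplementary Figure S4B as sets it was 1 of 100 each, which decides nothing about chance, because these genes were chosen on data that include these mice in their real groups. The same holds for the upregulated (1 of 100) and downregulated (18 of 100) ORs named by the paper. For the iOSN markers it was 3 of 100. As small a camera p arose in 38 of 100 groupings for the activity genes, 41 for mOSN markers, 88 for globose basal cells and neuronal precursors, 57 for HBCs, 100 for sustentacular cells, 63 for ciliated respiratory cells, 53 for macrophages, 23 for lymphocytes, 21 for neutrophils, 65 for interferon response genes, 93 for erythrocyte genes and 97 for sex-linked genes. At 8 weeks alone and at 10 weeks alone, only the real one of 10 groupings gave as many genes or ORs (1 of 10 each), which is the smallest share that 3 mice against 3 allow.

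*Adam17*, which encodes the protease that iRhom2 binds, had a log2 fold change of -0.20 (standard error 0.095, adjusted p = 0.463, edgeR quasi-likelihood test) in the OE, lower in 5 of 6 *iRhom2-/-* mice than the *WT* mean of their age, and of -0.12 without *WT* mouse 1 of 8 weeks. It was -0.36 at 8 weeks (-0.22 without that mouse) and -0.044 at 10 weeks (0.067 without *WT* mouse 2 of 10 weeks), and the interaction of *Adam17* with age did not pass (unadjusted p = 0.107, edgeR). *Rhbdf1*, which encodes iRhom1, had one of -0.087 (standard error 0.055, adjusted p = 0.583, edgeR). As a set with *Rhbdf2*, the 3 genes were lower by limma's camera test (adjusted p = 0.0418; 1 of 100 groupings gave as small a p), but the list holds the targeted gene, so this says little about the other 2.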
